# High quality genome assembly of the anhydrobiotic midge provides insights on a single chromosome-based emergence of extreme desiccation tolerance

**DOI:** 10.1093/nargab/lqac029

**Published:** 2022-04-05

**Authors:** Yuki Yoshida, Nurislam Shaikhutdinov, Olga Kozlova, Masayoshi Itoh, Michihira Tagami, Mitsuyoshi Murata, Hiromi Nishiyori-Sueki, Miki Kojima-Ishiyama, Shohei Noma, Alexander Cherkasov, Guzel Gazizova, Aigul Nasibullina, Ruslan Deviatiiarov, Elena Shagimardanova, Alina Ryabova, Katsushi Yamaguchi, Takahiro Bino, Shuji Shigenobu, Shoko Tokumoto, Yugo Miyata, Richard Cornette, Takahiro G Yamada, Akira Funahashi, Masaru Tomita, Oleg Gusev, Takahiro Kikawada

## Abstract

Non-biting midges (Chironomidae) are known to inhabit a wide range of environments, and certain species can tolerate extreme conditions, where the rest of insects cannot survive. In particular, the sleeping chironomid *Polypedilum vanderplanki* is known for the remarkable ability of its larvae to withstand almost complete desiccation by entering a state called anhydrobiosis. Chromosome numbers in chironomids are higher than in other dipterans and this extra genomic resource might facilitate rapid adaptation to novel environments. We used improved sequencing strategies to assemble a chromosome-level genome sequence for *P. vanderplanki* for deep comparative analysis of genomic location of genes associated with desiccation tolerance. Using whole genome-based cross-species and intra-species analysis, we provide evidence for the unique functional specialization of Chromosome 4 through extensive acquisition of novel genes. In contrast to other insect genomes, in the sleeping chironomid a uniquely high degree of subfunctionalization in paralogous anhydrobiosis genes occurs in this chromosome, as well as pseudogenization in a highly duplicated gene family. Our findings suggest that the Chromosome 4 in *Polypedilum* is a site of high genetic turnover, allowing it to act as a ‘sandbox’ for evolutionary experiments, thus facilitating the rapid adaptation of midges to harsh environments.

## INTRODUCTION

Chironomids (non-biting midges) are one of the most widely distributed groups of insects and include cosmopolitan species and others living in niche adverse environments, where they are subjected to extremes of pH, salinity, or temperature, as well as desiccation (1,2). As these adaptation capabilities are lineage specific rather than conserved widely throughout chironomids, the extent of this rapid acquisition of novel tolerance capabilities suggests that there may be a fundamental mechanism that supports such evolution.

One of the most striking examples of adaptation of chironomids to extreme environment is the ‘sleeping chironomid’ *Polypedilum vanderplanki* (3). Upon desiccation, the larvae enter an ametabolic reversible dry state—anhydrobiosis. Loss of water causes devastating damage to living cells, and therefore anhydrobiotes have acquired various protective mechanisms to withstand such damage (4–16). We have previously showed that anhydrobiosis is mediated by evolution of unique protective gene groups highly specific for this insect, tandemly duplicated forming multiple gene clusters within the genome termed Anhydrobiosis Related Islands (ARIds) (11). These regions contain genes encoding intrinsically disordered protein LEAs, antioxidant GSTs, globins, etc., many of which have been implicated to anhydrobiosis. In comparison, the genome of the non-anhydrobiotic relative *P. nubifer* has no similar regions, thus suggesting that the genomic evolutions underlying anhydrobiosis acquisition is extremely rapid (∼50MYA). Together, we hypothesized the existence of a genomic feature that enabled such adaptations.

Genomic evolution in Diptera has been extensively studied using the *Drosophila* complex (17,18). Additional resources has also implied genome variance through expansion/contraction of genome size and constant karyotypes (19). Chironomids in general have smaller genome size (100–200 Mb) compared to the average of dipterans and insects (19,20). On the contrary, most chironomid species have additional chromosomes (chironomids: 2*n* = 6–16, mosquitoes: 2*n* = 6, flies : 2*n* = 6–8) (21,22). Several lineages even show large diversity in chromosome numbers within a single genus (22). These observations may imply a potential mechanism where chironomids genomes may have evolved through chromosomal rearrangements rather than genome enlargement and have utilized these additional genome resources for the environmental adaptations discussed above.

*P. vanderplanki* has four chromosomes (2*n* = 8) (23), of which Chromosome 4 has the highest karyotypic diversity and genetic distance in comparison with the recently described anhydrobiotic close relative *Polypedilum pembai* (23–25). This chromosome differs from the ‘dot chromosome’ found in *Drosophila*, as they are highly repetitive, heterochromatic and harbors very few genes. Chromosome 4 is half in length of the other three chromosomes and has multiple active transcriptional regions (Balbiani rings), thus would consist of much more active genes (23). These observations imply Chromosome 4 as a starting point to determine the basis of rapid genomic evolution that enabled anhydrobiosis in *P. vanderplanki*. A key factor that would be a candidate for such genomic adaptations would be the ARId loci; how are these loci spaced within the chromosome structures? What facilitated the emergence of such loci? The answers to these questions may address genome adaptations against extreme environmental stress in not only *Polypedilum*, but in chironomids, possibly insects as well. A chromosomal level genome assembly would be required to conduct such comprehensive inter-chromosome analysis; however, our previous genome assembly of *P. vanderplanki* was fragmented, hindering such analysis.

To this end, by using a combination of long-read sequencing technologies and Hi-C scaffolding, we assembled a chromosome-level genome of *P. vanderplanki*. We also applied Cap-trap RNA-Seq (CTR-Seq) to concurrently identify gene borders and promoter regions (26), which would provide rich information to following studies aimed to validate anhydrobiosis machinery identified by genomic analysis. We found that anhydrobiosis-associated genes are localized preferably on Chromosome 4, including seven out of the nine ARId loci. Using comprehensive inter-species analysis, we confirmed that most of the genes localized in this chromosome are highly specific for *P. vanderplanki*, and do not have orthologs in other Diptera. Combined with the evidence of pseudogenization in a highly duplicated gene family and unexpectedly high mutation load compared to other chromosomes, our findings suggest that the Chromosome 4 in chironomids is a unique site of high genetic turnover, allowing it to act as a ‘sandbox’ for evolutionary experiments, thus facilitating the rapid adaptation of midges to harsh environments.

## MATERIALS AND METHODS

Details can be found in SI Appendix.

### Specimen and cell culture

*P. vanderplanki* larvae were reared on 1% agar containing 2% commercial milk under controlled conditions (13 h light: 11 h dark, 27ºC) according to the previously described protocol (4). The strain used in this study was inbred for at least four generations (inbreeding code 4aG21b) and was registered as *P. vanderplanki* NIAS01. Larvae used in the experiments were starved for 24 h prior to DNA or RNA extraction. Pv11 cells were cultured in IPL-41 medium (Thermo Fisher Scientific, Waltham, MA) supplemented with 2.6 g/L Bacto™ Tryptose Phosphate Broth (Becton, Dickinson and Company, Franklin Lakes, NJ), 10% (v/v) fetal bovine serum (US origin; MP Biomedicals, Santa Ana, CA) and 0.05% (v/v) of an antibiotic and antimycotic mixture (penicillin, amphotericin B and streptomycin; Merck KGaA, Darmstadt, Germany). Cell passage was conducted every seven days.

### Genome and transcriptome sequencing

Pv11 cells were submitted to genomic DNA extraction for Illumina and PacBio long read sequencing. A library for PacBio RS II (Pacific Biosciences, Menlo Park, CA) sequencing was constructed with the 20-kb Template Preparation Using BluePippin™ Size-Selection System (Sage Science, Beverly, MA). Four libraries was constructed for Illumina sequencing; 180 and 500 bp insert libraries was constructed from the DNA extracted for PacBio sequencing with TruSeq Nano DNA Library Prep Kit (Illumina, San Diego, CA) and sequenced with HiSeq 2000 platform (Illumina), two more libraries (400–550 bp fragments) was constructed with NEBNext Ultra DNA Library Prep Kit (New England Biolabs, Ipswich, MA) and were sequenced with the MiSeq sequencer (Illumina, 262 bp paired end) or HiSeq 2500 Sequencer (100 bp paired end). Mate pair libraries (397 bp insert) was constructed with TruSeq DNA Sample Preparation kit v.2 and sequenced with HiSeq 2000 sequencer (Illumina, 100 bp paired end). Hi-C libraries were processed according to the general protocol as described previously (27) and library constructed with NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs) and sequenced on a HiSeq 2500 system (Illumina, 100 bp, paired end). Library lengths were assayed with Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). In addition, *P. vanderplanki* larvae and Pv11 cells were exposed to a variety of stress inducers (larvae: UVC 100 mJ/cm, Pv11 cells: 20.5% (v/w) NaCl, 600 mM mannitol, 600 mM trehalose, 20 μM paraquat and 42°C heat shock, anhydrobiosis cycle). Exposed larvae/cells were sampled at designated time points and total RNA was extracted with RNAiso Plus (Takara Bio, Kyoto, Japan). The sequencing library was constructed with TruSeq RNA Sample Prep Kit -v8 and was submitted to sequencing with HiSeq1500. Finally, total RNA for insect and Pv11 undergoing anhydrobiosis were also submitted to CTR-Seq library construction following a previous study (26).

### Genome assembly and gene prediction

We employed a meta-assembly to obtain a highly contiguous and complete genome assembly. Long read based genome assemblies were produced with HGAP4 and DBG2OLC (28–30), which were used for meta-assembly of an Illumina-based Platanus assembly (31). This assembly was scaffolded with Hi-C reads, resulting in the final assembly. The initial gene prediction was produced with the Braker pipeline using all RNA-Seq data stated above (32). Furthermore, Nanopore-cDNA-Seq data produced by CTR-Seq was used to predict the final Pv_5.2.4 gene set using Talon (33). This gene set was validated for completeness with BUSCO (34). The genome was submitted to variant calling with the GATK pipeline using our previous DNA-Seq data of wild *P. vanderplanki* populations, inbred NIAS01 and Pv11 (11,24,35), and Sniffles for PacBio data (36). Statistics for variants comparison were calculated with PoPoolation2, snpEff and bcftools (37–39). General features of the genome (i.e. GC ratio, Gene and repeat content, DNA-Seq and RNA-Seq coverage) were calculated in 50 or 100 kb windows with BEDtools v2.29.2–39-g5210e6f (40) or in-house Perl scripts using G-language GAE (41).

### Comparative genomics

Dipteran genomes and transcriptome assemblies were obtained from ENSEMBL Metazoa, NCBI and other data servers. For genomes without gene predictions, the Augustus gene model created during a BUSCO run was used for ab initio gene prediction (42). Transcriptome assemblies with low BUSCO scores were submitted to re-assembly with Trinity (43) to obtain higher quality transcriptome assemblies. The longest isoforms for each gene were submitted to OrthoFinder clustering (44). The amino acid sequences for each genome were pooled and bidirectional hits were determined with Diamond blastp v0.9.24 (45) and the number of genes conserved between species were calculated with in-house Perl scripts. In addition, 1-to-1 ortholog were determined for *Drosophila melanogaster* to identify *D. melanogaster* essential gene orthologs. Each chromosome was tested for enrichment or depletion of Dm-essential gene orthologs or BUSCO genes. Colinear blocks were detected with McScanX and visualized with synvisio (46,47). dN/dS ratio between *P. vanderplanki* and *P. pembai* orthologs were calculated with codeml in the PAML package (48) based on MAFFT alignments (49,50). Gene ontology enrichment analysis for several gene groups were performed with GOStats v2.52.0 (51).

### Transcriptome analysis

Gene expression was quantified using RSEM in the Trinity package and were submitted to differential expression analysis with DESeq2 and edgeR (52–54). Genes with FDR < 0.05 and FC > 2 was designated as differentially expressed genes. Gene expression profiles were clustered based on the Spearman correlation, and genes in each cluster were submitted to gene ontology enrichment analysis using GOStat and visualized with Revigo (51,55).

## RESULTS

### A chromosomal-scale genome assembly for *Polypedilum vanderplanki*

We assembled a chromosome-level genome for *P. vanderplanki*—the first chromosome-level genome in any anhydrobiotic animals—utilizing Illumina, PacBio and Hi-C sequencing data from *P. vanderplanki*-derived Pv11 cell line and larvae (Additional Data S1, S2 and S3, Additional Text S1). The 98.8% of the resulting 118.9 Mb assembly is arranged in the four largest scaffolds (Table 1), corresponding to its four chromosomes (Figure 1A). High BUSCO scores were observed (Diptera lineage, Complete 95.7%, Missing 3.6%, Additional Text S1) and repeat sequences detection combined with Hi-C contact mapping suggested the existence of putative centromeric and telomeric regions, respectively (Figure 1B, Additional Data S4, Additional Text S1). Comparison of Pv5.2 with our previous genome assembly Pv0.9 did not show extensive genomic changes that would be anticipated from sequencing the Pv11 cell line (Additional Text S2, Additional Figure S2).

**Table 1.** Statistics of *P. vanderplanki* genome

	Pv0.9	Pv5.2
Main genome scaffold total	9104	388
Main genome contig total	25 913	2067
Main genome scaffold sequence total (Mb)	116.771	118.969
Main genome contig sequence total (Mb)	111.894	118.352
% Gap	4.177	0.518
Main genome scaffold N/L50	101/264.32 kb	2/35.209 Mb
Main genome contig N/L50	2191/12.463 kb	161/219.078 kb
Main genome scaffold N/L90	1986/4.421 kb	4/14.02 Mb
Main genome contig N/L90	10 658/2.139 kb	596/49.999 kb
Max scaffold length	2.184 Mb	36.877 Mb
Max contig length	358 kb	1.494 Mb
Number of scaffolds >50KB	358	7
% Main genome in scaffolds >50KB	77.60	98.98
% GC	28.3%	28.1%
% N	4.2%	0.5%
BUSCO4 completeness (Diptera)	92.9% [91.9%,1.0%], 2.7%, 4.4%	95.7% [94.7%,1.0%], 0.6%, 3.7%
BUSCO4 completeness (Insecta)	96.4% [95.4%,1.0%], 1.5%, 2.1%	98.3% [90.9%,7.4%], 0.5%, 1.2%

**Figure 1.**
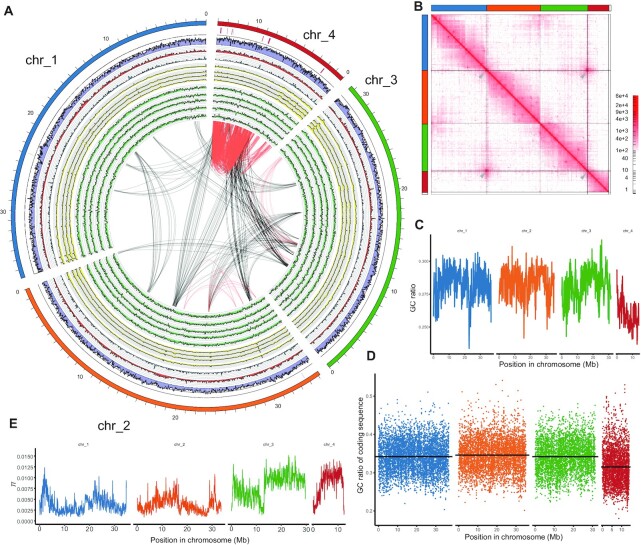
Chromosome-scale genome assembly of *Polypedilum vanderplanki*. (**A**) Circos plot of the four chromosomes. From the outer rim, ARId regions, AT% (purple), gene count for each 50 Kbp window (red), non-coding gene count for each 50 kb window (blue), genome coverage of Illumina DNA-Seq (SRR12736661, SRR12736660, SRR12736662, SRR12736659, yellow), RNA-Seq coverage (DRR024752, DRR024753, DRR024754, DRR024755, DRR024756, green), collinear blocks calculated with MCScanX (black: inter-chromosomal, red: intra-chromosomal). Colors used for each chromosome are inherited in subsequent figures. Individual figures are indicated on Additional Figure S1 (**B**) Contact map of Hi-C reads. Hi-C reads were mapped to the genome assembly and KR transformed contact frequencies at 250kbp were visualized as a contact map with Jucier. Gray arrowheads indicate possible telomeric regions. (**C**) GC ratio of 100 kb windows. (**D**) GC ratio of the coding sequence from the longest isoform for each gene. The black lines indicate the chromosome average (chr_1: 34.20%, chr_2: 34.60%, chr_3: 34.17%, chr_4: 31.50%). (**E**) Pairwise nucleotide diversity (*π*) of 50 kb windows. An increase in *π* diversity can be observed in the latter half of Chromosome 3 and most of Chromosome 4.

We combined all available RNA-Seq data and full-length cDNA Nanopore sequencing from Cap Trap RNA-Seq (CTR-Seq) (26) to concurrently identify regulatory regions, full-length transcripts, and previously unidentified long noncoding genes (Table 2, Additional Figure S3, Additional Data S5 and S6, Additional Text S3 and S4). This resulted in the Pv5.2.4 gene set composed of 18 989 genes (65 981 transcripts) with a BUSCO4 completeness score of 96.2% (Diptera lineage), in line with other dipterans. We detected 0.39–0.47% of horizontally transferred genes, consistent with values determined in Diptera (56) (Additional Text S4). There was no significant enrichment of horizontally transferred genes in any specific chromosomes (Additional Text S4).

**Table 2.** Statistics of gene structure obtained by TALON

Data preparation						
Category	Genome		Braker		Final	
Version	Pv_5.0		Pv_5.0.1		Pv_5.2.4	
**Gene numbers**						
**Category**	**#**	**Percent**	**#**	**Percent**	**#**	**Percent**
Total genes	-	-	17 852	100.00%	18 990	100.00%
Total transcripts	-	-	19 117	107.09%	67 079	353.23%
**BUSCO completeness**						
	**Insecta**	**Diptera**	**Insecta**	**Diptera**	**Insecta**	**Diptera**
Complete	98.3	95.7	98.3	95.9	98.6	96.2
Single	97.1	94.7	90.9	55.3	50.3	57.0
Duplicated	1.2	1.0	7.4	40.6	48.3	39.2
Fragmented	0.2	0.6	0.5	0.9	0.4	1.0
Missing	1.5	3.7	1.2	3.2	1.0	2.8
**Mapping ratio to transcript sequences (bwa mem)**						
**CTR-Seq mRNA-Seq reads**	**#Reads**	**Percent**	**#Reads**	**Percent**	**#Reads**	**Percent**
Wet-1	-		95 103 034	84.24%	104 346 021	92.19%
Wet-2	-		102 208 115	84.32%	111 736 595	91.96%
D24-1	-		106 902 973	83.57%	119 406 151	93.12%
D24-2	-		101 771 203	82.68%	114 237 766	92.55%
D48	-		113 995 064	83.84%	127 677 786	93.61%
Pv11-T0	-		98 544 418	80.09%	111 471 188	90.23%
Pv11-T48	-		91 836 757	79.69%	103 011 915	89.12%

These statistics indicate that this genome assembly has greatly improved contiguity, completeness and quality compared to our previous genome resources, and is compatible for comparison with other Diptera genomes.

### General analysis revealed unusual features of Chromosome 4

Upon gene model annotation and general analysis, we noticed that there are unexpected, but clear inequalities among chromosomes in terms of several key characteristics. The majority of previously identified anhydrobiosis genes (i.e. *Lea* and *Lil* genes) are located on Chromosome 4; seven out of the nine ARIds were located on Chromosome 4 (Figure 1A, Additional Data S7). Intra-chromosomal synteny regions were increased on Chromosome 4 than other chromosomes (Figure 1A). Several transposable elements (TEs) in were enriched in Chromosome 4 (Additional Data S8). Chromosome 4 has lower average chromosome-wide GC ratio (Figure 1C) and at gene level (Figure 1D, Tukey HSD, FDR < 0.001). These features implied Chromosome 4 may harbor other features that may have provided the basis of genomic evolution in *P. vanderplanki*.

Hypothesizing that this decrease in GC nucleotides may be related to mutation accumulation, we profiled the genome for variants with our previous Pool-Seq data of wild *P. vanderplanki* populations (Additional Data S9, Additional Figure S4). We observed increased pairwise nucleotide diversity in the 3–12 Mb region of Chromosome 4 (Figure 1E, Additional text S5), implying relaxed selective pressure in these regions. On the contrary, lower Ts/Tv ratio in Chromosome 4 were observed (Additional Data S9, Additional Figure S4d, Tukey HSD, FDR < 0.01), suggesting a biased substitution profile compared to other chromosomes.

Together, Chromosome 4 has a highly biased nucleotide composition and accumulation of variants compared to other chromosomes, suggesting an increase in the genetic diversity of Chromosome 4, possibly caused by relaxed selective pressure. Thus we hypothesized that Chromosome 4 may specifically harbor traces of genomic adaptations that enabled anhydrobiosis in this species.

### Chromosome 4 lack synteny blocks conserved in other Diptera but is not of completely novel origin

We then proceeded to compare the genomic content of *P. vanderplanki* with that of publicly available dipterans and chironomids to identify genetic content specific to *P. vanderplanki*, and more interestingly, Chromosome 4 (Additional Data S10, Additional Text S6 and S7).

As we have hypothesized that the decrease in GC ratio may be related to the genomic evolution occurring in *P. vanderplanki*, we first assayed the GC ratio within Diptera. We observed low GC ratio in multiple chironomids compared to other Diptera (Figure 2A). Genomes with lower GC ratio showed lower GC ratio at the coding sequences level as well, suggesting a genome-wide adaptation. Interestingly, the desiccation-sensitive *P. nubifer* and the Antarctic midge *Belgica antarctica* did not show such reductions (11,57), inferring a dynamic accumulation of G/C nucleotides after their divergence with other lineages.

**Figure 2.**
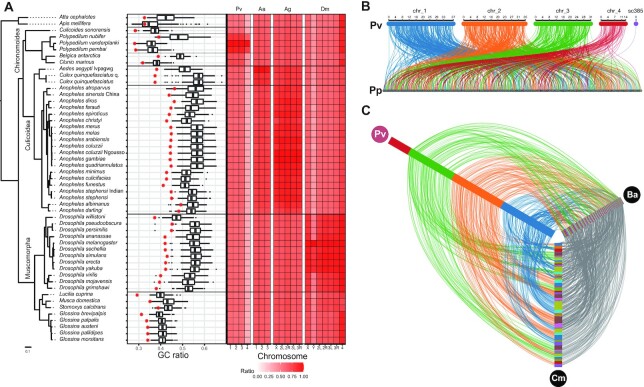
Chromosome 4 lacks synteny blocks with other Diptera. (**A**) GC ratios and gene conservation ratios between Dipteran species. Conservation ratio and GC ratio (genome and single copy genes) were plotted against a phylogenetic tree using 1,014 single copy orthologs from Orthofinder clustering of longest isoforms. Homologs were determined by reciprocal diamond blastp searches and conservation ratios were counted for each chromosome of *P. vanderplanki*, *A. aegypti*, *A. gambiae* and *D. melanogaster*. A red asterisk indicates genome-level GC ratio. Only autosome and sex chromosomes are visualized (unplaced scaffolds are skipped). (**B**, **C**) Detection of collinear blocks between [b] the two *Polypedilum* species (*P. vanderplanki* and *P. pembai*) and (C) the family Chironomidae (*B. antarctica*, *C. marinus* and *P. vanderplanki*). Amino acid sequences of longest isoforms were submitted for diamond blastp searches and collinear blocks were detected and visualized with McScanX and synvisio. Links are colored according to the chromosome color used in Figure 1A.

We then analyzed the gene conservation ratio, e.g. number of genes in a chromosome that a homolog could be detected in other dipterans. Genes on Chromosome 4 (3 241 genes) showed lower conservation (30–40%) with chironomids outside of the subfamily Chironominae, compared to those on other chromosomes (55–70%, Figure 2A). Using other major dipteran chromosome-level genomes (*Aedes aegypti*, *Anopheles gambiae*, *D. melanogaster*) did not show such decreases in conservation ratios in a single autosome, with the exception of the Y chromosome in *D. melanogaster*. Using draft genome and transcriptome assemblies of chironomids (Additional Text S6, Additional Data S11) also indicated similar conservation profiles (Additional Figure S5a, Additional Text S7). Besides, by using *ab initio* gene predictions for all genomes, we verified that using different gene prediction methods did not affect our results (Additional Text S7, Additional Figure S5b). These data suggests that Chromosome 4 may harbor a large number of species (or genus) specific genes.

These data led us to consider whether Chromosome 4 genes were evolutionary conserved from a common Diptera ancestor. Thus, we assayed whether synteny blocks would be detected between *P. vanderplanki* and other dipterans. Collinear blocks were detected between *P. vanderplanki* and *P. pembai* in all chromosomes (Figure 2B), but all other species studied lacked such blocks on Chromosome 4 (Culicomorpha and Chironomidae, Figure 2C, Additional Figure S5c). Results varied in close relatives (Chironomini tribe, e.g. *P. nubifer*, *Chironomus tentans*, *Chironomus riparius*, Additional Figure S3def). The lack of synteny blocks between *P. vanderplanki* and other chironomids may be due to the fragmentation of the genome assembly (i.e. *P. nubifer* has 9672 scaffolds, N50 length 26kbp), preventing correct synteny analysis. Assemblies with higher contiguity would be required for more comprehensive analysis.

This observation led us to question where the genes on Chromosome 4 genes originated from. By determining orthologs by bidirectional best hits, we observed that the genes on Chromosome 4 have orthologs across all chromosomes in *D. melanogaster*, *A. aegypti*, and *A. gambiae* (Additional Figure 5g, Additional Text S7), indicating that this chromosome was not obtained through horizontal transfer. This also suggested that inter-chromosomal translocations have occurred at some time point during the evolutionary trajectory of chironomids, creating a mosaic conservation pattern. Intriguingly, we observed that Chromosome 4 was significantly depleted of BUSCO genes (Diptera lineage) or *Drosophila* essential genes (Additional Data S13). Furthermore, higher dN/dS values were observed between 1-to-1 *P. vanderplanki* and *P. pembai* Chromosome 4 orthologs (Additional Figure S5h), suggesting relaxed selective pressure on Chromosome 4 genes.

Together, these observations suggest that Chromosome 4 is not of novel origin and shares genes with all chromosomes in other Mosquitoes. While we observed relaxed selection on Chromosome 4 genes, we also found contradicting data suggesting the existence of a selective pressure to remove essential or highly conserved genes from Chromosome 4.

### Novel genes on Chromosome 4 are enriched in ionotropic receptor pseudogenes

We then turned to novel genes on Chromosome 4; are there any functions that are enriched in genes located on this highly variable chromosome? Approximately 40% of the *P. vanderplanki*- or *Polypedilum*-specific genes mapped to Chromosome 4 (Figure 3A, Additional Data S14, Additional Text S8), suggesting that this chromosome might function as a scaffold for acquisition of novel genes. We found 327 ortholog clusters, corresponding to 653 genes, with orthologs in all *Polypedilum* species but not in other dipterans or outgroups, of which 137 genes had a Swiss-Prot homolog (BLASTP, 1e–15). Gene ontology enrichment analysis of these genes based on InterPro annotations indicated enrichment of chemosensory functions and ion transportation (Figure 3B, Additional Data S15). We also observed that Chromosome 4 harbored genes that were not expressed in any of the transcriptome samples sequenced in this study—at nearly twice the rate of other chromosomes (Table 3)—suggesting a higher number of pseudogenes on Chromosome 4.

**Figure 3.**
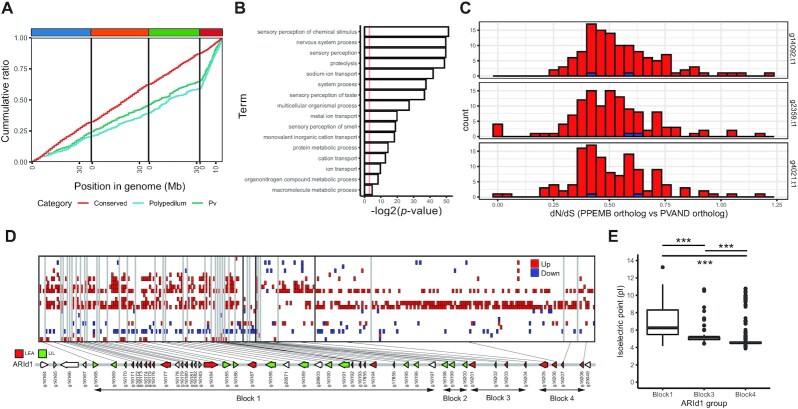
Functional and non-functional multi-copy ortholog groups. (**A**) The cumulative number of genes specific to *P. vanderplanki*, specific to the genus *Polypedilum*, and conserved within Diptera (Conserved), along the genome. Clade specificity was determined by gene counts of OrthoFinder ortholog groups. (**B**) Gene ontology enrichment analysis of *Polypedilum*-specific genes on Chromosome 4. Only terms in the Biological Process category are shown. (**C**) dN/dS values between the three *P. pembai* orthologs (g14092.t1, g2359.t1, g4021.t1) and *P. vanderplanki* orthologs. Coding sequences were aligned with MAFFT, and dN/dS values were calculated with codeml. (**D**) Differential expression information of LEA protein gene orthologs in ARId1. Conditions identified as differentially expressed (from top row : (1) Heat 42°C T1; (2) Heat 42°C T24, (3) Paraquat T1; (4) Paraquat T24, (5) Mannitol T3; (6) Mannitol T24; (7) NaCl T1; (8) NaCl T3; (9) NaCl T24; (10) Trehalose T1; (11) Trehalose T3; (12) PreCondTre T0vsT12; (13) PreCondTre T12vsT24; (14) PreCondTre T24vsT36; (15) PreCondTre T36vsT48; (16) PreCondTre T48 versus Rehydration T0; (17) Rehydration T0 versusT3; (18) Rehydration T3vsT12; (19) Rehydration T12vsT24; (20) Rehydration T24vsT72) are indicated in colors (up-regulated : red, down-regulated : blue). (**E**) The pI values of proteins deduced from *Lea* orthologs in each Block. *** *p*-value < 0.001

**Table 3.** High proportion of non-expressed genes on Chromosome 4

	Chromosome 1		Chromosome 2		Chromosome 3		Chromosome 4	
Length (bp)	36 877 143	31%	35 209 052	30%	31 432 203	27%	14 019 908	12%
Genes								
Total	5275	30%	4911	28%	4197	24%	3241	18%
No. gene/Mb	143.0		139.5		133.5		231.2	
Protein coding	4908	93%	4588	93%	3918	93%	3136	97%
Non-coding	367	7%	323	7%	279	7%	105	3%
Gene TPM > 1	2987	57%	2738	56%	2215	53%	1156	36%
Gene TPM ≦ 1	2288	43%	2173	44%	1982	47%	2085	64%
TPM > 1/Mb	81.0		77.8		70.5		82.5	

We then filtered the ortholog clusters (Clustering 1, Additional Text S8) for *Polypedilum*-specific gene families. Intriguingly, eight out of the largest 15 clusters were transmembrane proteins, including the LIL protein family. Proteins in four clusters were annotated with the ionotropic receptor domain 11a or 20A, but BLASTP search against Swiss-Prot did not show homology to previously known ionotropic receptors (*E*-value < 1e–15 threshold). The largest ortholog cluster (OG0000168) was extensively duplicated in *P. vanderplanki* (117 copies, *P. pembai* three copies, *P. nubifer* one copy, Additional Data S16) with 45 copies on Chromosome 4 (significantly enriched, Fisher's exact test, *p*-value = 1.38 × 10^–7^). Most orthologs (115/117 copies in OG0000168), were not expressed (average TPM < 1); we hypothesize that these are pseudogenes. High number copies of non-expressed genes also implied transposon activity; however, only one gene was predicted to have a Dfam domain (DR0206503, *E*-value = 8.5e–05), thus showing this protein family was not obtained from transposon activity. Calculating dN/dS values between all *P. pembai* and *P. vanderplank*i orthologs indicated an average of 0.51–0.55 (median 0.48–0.52, Figure 3C), considerably higher than dN/dS values of *P. pembai* and *P. vanderplanki* 1-to-1 orthologs (Additional Figure 5h) or gene families of similar size (24). These data support that this gene family may be under relaxed selection, due to pseudogenization or its multicopy nature.

### Subfunctionalization of *Lea* orthologs on Chromosome 4 support anhydrobiosis

Finally, we concentrated on anhydrobiosis genes on Chromosome 4. All ARId loci were present in the genome, with seven out of the nine regions being placed on Chromosome 4 (Additional Data S7). Most of these regions are located at the latter half of Chromosome 4, which has higher nucleotide diversity and lower GC ratio. This observation emphasized the importance of the features of Chromosome 4 indicated above, as it may possibly shape the basis of the rapid environmental adaptation in various lineages.

ARIds are loci enriched in genes upregulated during anhydrobiosis entry. For example, the largest region, ARId 1, harbors 22 LEA and 14 LIL protein coding genes. Previous studies have identified paralog specific cellular localization, protein characteristics, and gene expression profiles of these paralogs (12,16). 

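Pv11 is a cell line derived from *P. vanderplanki* that can be dried and rehydrated after preconditioning with trehalose. LEA (late embryogenesis abundant) and LIL (Lea-island-located) are the protein families encoded in the ARId1 region. RNA from Pv11 cells was analysed in 84 libraries of 2 experiments, with 3 biological replicates per condition. In the stress experiment, 54 libraries covered 18 groups: cells exposed to NaCl, 600 mM mannitol, 600 mM trehalose, 20 µM paraquat or heat shock at 42°C, and untreated control cells, each sampled after 1, 3 and 24 h. The NaCl concentration is given as 20.5% in the main methods of the paper and as 0.5% in its supplementary methods, so the groups are named here by the stress alone. The other 30 libraries formed a time course of 10 groups that the authors had reported before. In that time course, trehalose preconditioning (PreCondTre) in 600 mM trehalose was sampled at 0, 12, 24, 36 and 48 h, and the cells were then dried and sampled 0, 3, 12, 24 and 72 h after rehydration.

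The authors deposited TPM values (the share of a transcript in its library after correction for transcript length) for 66333 transcripts of 18248 genes, rounded to 2 decimals. The values of each library summed to between 999998 and 1000001, and no scaling between libraries had been applied to them. Between 24889 and 29846 transcripts per library had a TPM above 0, with a median of 27421. Read counts were not analysed here, so the depth of each library is unknown and a TPM of 0 is reported as listed at 0. The 100 most abundant genes took between 28.6% and 56.4% of the TPM of a library, with a median of 46.1%. Because TPM is a share of a fixed total, a rise of abundant transcripts lowers the values of all others.

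Differential expression was tested with limma on log2(TPM + 1), with a trend of the variance on the mean and 1 fit per experiment. Each stress was compared with the control of the same time point (15 comparisons) and each point of the time course with the point before it (9 comparisons). A transcript was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2, the thresholds of the paper. On the TPM + 1 scale, the fold change of a transcript with low TPM is understated. With 3 replicates against 3, an exact permutation test of a single transcript cannot go below 0.10, so the p-values rest on the variance that limma estimates across all transcripts and groups of an experiment.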

We extended this analysis by conducting transcriptome analysis of Pv11 cells subjected to various stresses (Additional Figure S6, Additional Data S17 and S18) and identified differentially expressed transcripts with stringent thresholds. 

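A mean TPM above 1 over all 84 libraries was found for 22728 transcripts of 9450 genes, and these were tested. Of them, 15441 transcripts of 7902 genes were called differentially expressed in at least 1 of the 24 comparisons. An adjusted p under 0.001 and a fold change above 4 moved this count most, to 3039 transcripts. NaCl exposure called 1742 transcripts at 1 h, 6282 at 3 h and 3428 at 24 h. Mannitol called 702 transcripts at 1 h, 4501 at 3 h and 2452 at 24 h, trehalose called 630, 5160 and 3505, and PreCondTre at 12 h called 2337 against 0 h. Leaving out any 1 library changed none of these 10 counts by more than 1.5 times. Heat called 195 transcripts at 1 h, of which 154 rose. Paraquat at 3 h called 16 transcripts, a count that rested on the Control 3 h libraries: it was 489 without Control 3 h replicate 1, 26 without replicate 2 and 376 without replicate 3. With the transcripts of each gene summed, limma called 0 genes for paraquat at 3 h, with 472 genes at an unadjusted p under 0.05.

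The split into rises and falls depended on the scaling between libraries. At NaCl 3 h, 1009 transcripts rose and 5273 fell, and the median log2 change of all transcripts tested was -0.54. After each library was divided by its median ratio over the 9254 genes above 0 in every library, a scaling chosen after the values had been seen, this median was 0.07, and 2908 transcripts rose and 1861 fell. The same scaling moved the median from -0.26 to 0.04 at NaCl 1 h, where the calls went from 357 up and 1385 down to 612 up and 484 down. It moved the median from -0.29 to 0.05 at Mannitol 3 h, where the calls went from 1201 up and 3300 down to 2228 up and 1226 down. At Trehalose 3 h it moved the median from -0.44 to 0.06 and the calls from 901 up and 4259 down to 2227 up and 1366 down. At 1 h the median went from -0.26 to 0.02 for mannitol (122 up and 580 down, then 220 up and 108 down) and from -0.16 to 0.04 for trehalose (223 up and 407 down, then 326 up and 131 down). At NaCl 24 h the calls went from 1613 up and 1815 down to 2337 up and 1350 down, and at Trehalose 24 h from 1734 up and 1771 down to 2323 up and 1485 down. At Mannitol 24 h, 1514 transcripts rose and 938 fell, and at PreCondTre 12 h, 1351 rose and 986 fell, and scaling moved the share of rises in these comparisons by less than 10 percentage points.

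Distances between conditions were read from a principal component analysis of all libraries, of which the first 3 held 25.8%, 10.8% and 7.13% of the variance. Each distance ratio is given with the SD of the 3 ratios formed from libraries of the same replicate number. Replicate numbers do not pair the libraries and this SD is not centred on the ratio of group means, so it is no error of it. Pooled over 1, 3 and 24 h, heat and paraquat groups lay 0.199 (± 0.032) times as far from each other as heat and trehalose groups. Leaving out replicate 1 moved this ratio most, to 0.334. The heat to paraquat distances were 22.7, 41.3 and 4.03 at 1, 3 and 24 h, against 73.1, 113.9 and 155.2 for heat to trehalose. The distance of 4.03 lay below the mean distance of Heat 24 h libraries to their own group mean (40.3). At 1 h, NaCl and trehalose were 0.175 ± 0.086 times as far apart as control and trehalose, and mannitol and trehalose 0.434 ± 0.608 times, a ratio smaller than its SD. Mannitol at 24 h lay 0.286 ± 0.229 times as far from trehalose at 3 h as trehalose at 3 h and 24 h lay from each other, and 1.05 ± 0.362 times as far from trehalose at 24 h. PreCondTre 48 h and Rehydration 0 h lay 0.740 ± 0.168 times as far apart as PreCondTre 48 h and 24 h. The stress and time-course libraries were made in different studies, and each of these ratios was taken within 1 of them.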

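Additional Text S9 names further transcription factors and a long noncoding RNA in these data. Of the NF-Y subunits, NF-YA (g7210) fell at Trehalose 24 h by 1.37 on the log2 scale (standard error 0.0617, limma's adjusted p = 8.7e-22), from 81.2 ± 7.30 TPM (SD, 3 libraries) in control cells to 30.7 ± 2.77 TPM. NF-YC (g11889) fell in the same comparison by 1.09 (standard error 0.114, adjusted p = 1.0e-10), and by 0.95 after median ratio scaling, which is under the fold change threshold. NF-YB (g5893) was not called there (log2 change -0.46, adjusted p = 0.061). At PreCondTre 12 h no NF-Y subunit passed the fold change threshold, with log2 changes of -0.41 for NF-YA, 0.02 for NF-YB and -0.64 for NF-YC. After median ratio scaling, the sign of each of these 6 changes was the same.

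The noncoding RNA nc472, upstream of g7775, decreased by 2.33 on the log2 scale at PreCondTre 12 h (standard error 0.115, limma's adjusted p = 2.4e-14), from 651 ± 72.2 to 128 ± 6.34 TPM. In this comparison g7775 went from 56764 ± 6518 to 28338 ± 3219 TPM, a change at the fold change threshold (standard error of the log2 change 0.0949, adjusted p = 3.9e-09) that was just below it without replicate 1 and was below it without replicate 2 (-0.87) and after median ratio scaling (-0.97). At Trehalose 24 h, nc472 decreased by 1.29 (adjusted p = 7.2e-07) and g7775 decreased by 0.38 (adjusted p = 4.2e-04), the latter under the threshold and with an adjusted p of 0.423 after scaling. Over the 24 comparisons, nc472 was called in 7 and g7775 in 1, and PreCondTre 12 h was the comparison in which both were called.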

Specific discussion on the analysis of transcriptome profiles can be found in the Additional text S9.

As previous studies have suggested, various genes in the ARId regions were differentially expressed, supporting our previous findings. 

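ARId1 genes were compared with all other genes at the start of preconditioning, with the transcripts of each gene summed. At PreCondTre 12 h against 0 h, limma called 1186 of 9450 genes tested, of which 590 rose and 596 fell. Among the rises were 35 of 39 ARId1 genes (89.7%) and 555 of 9411 other genes (5.90%). The odds ratio was 139 (95% confidence interval 49.6 to 549, Fisher's exact test, two-sided, p = 1.7e-38), although neighbouring genes are not independent replicates. The paper describes ARIds as regions rich in genes that rise on entry into anhydrobiosis. The gene range used here is that of the Blocks, which the authors formed from the same libraries. The test therefore describes ARId1 and is not independent evidence for its enrichment. Testing all genes with any value above 0 moved the odds ratio most, to 207. With p-values adjusted over the list alone, 35 of the 39 ARId1 genes rose as well.

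The genes with the largest rises among those whose libraries did not overlap were g17486 and g16173, the latter in ARId1. The TPM of g16173 rose from 1.94 ± 0.743 to 195 ± 24.1 (SD, 3 libraries), a log2 change of 6.09 (standard error 0.143, limma's adjusted p = 2.5e-20). Together, ARId1 transcripts held 5.24% of the TPM at PreCondTre 0 h and 13.5% at 12 h. In control cells at 24 h they held 3.62%, against 11.4% under NaCl, 8.84% under trehalose and 5.38% under mannitol.

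At the transcript level, PreCondTre 12 h called 190 ARId1 transcripts up and 0 down by limma, and 209 up and 0 down when adjusted over the list alone. At 24 h, NaCl called 172 up and 5 down (180 up of 185 called when adjusted over the list alone), trehalose 165 up and 2 down (173 up of 176) and mannitol 60 up and 2 down (56 up of 57). At NaCl 3 h, 90 ARId1 transcripts rose and 7 fell (83 up of 89), although most calls outside ARId1 were falls there, and after median ratio scaling 150 rose and 6 fell. At 3 h, mannitol called 36 up and 11 down (22 up of 27) and trehalose 43 up and 8 down (30 up of 32), and after scaling 57 up and 6 down and 90 up and 3 down. At 1 h, NaCl called 38 up and 0 down by limma (34 up of 34), trehalose 10 up and 0 down (7 up of 7) and mannitol 2 up and 3 down (0 up of 1), and after scaling 54 up and 0 down, 14 up and 0 down, and 4 up and 1 down.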

We focused on the ARId1 locus, as it harbors the most anhydrobiosis related genes duplicated in tandem and on the same strand. Phylogenetic analysis has indicated many of the closely located *Lea* paralogs originate from a single ancestor, making it an ideal circumstance for generating subfunctionalization between paralogs. The Pv5.2.4 gene set contains 2 178 transcripts originating from ARId1 (corresponding to 50 genes). 

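In the deposited values, ARId1 was taken as the genes from g16168 to g16208 that Additional Text S10 assigns to the region. These were 40 genes with 2155 transcripts, and g16181 was not listed. The transcripts were spread unevenly: g16206 alone had 897 of them (41.6%), and g16187 had 135. A read from a sequence shared by several transcripts or paralogs is divided among them by RSEM, so TPM values of single ARId1 transcripts are less certain than sums over a gene. How the reads of paralogs were shared was not analysed here.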

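Of the ARId1 transcripts, 492 from 38 genes had a mean TPM above 1. In at least 1 of the 24 comparisons, 367 of them (38 genes) were called differentially expressed, and in the preconditioning and rehydration time course alone 269 (38 genes). Adjusted over the list alone, the counts were 361 and 277. The stricter thresholds of an adjusted p under 0.001 and a fold change above 4 moved the counts most among transcripts, to 158 and 87. Over the 20 comparisons drawn in Figure 3D the count was 357.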

We detected 496 transcripts with an average TPM over 1, of which approximately 281 transcripts (42 genes) were differentially expressed in our time course transcriptome data. Grouping consecutive genes by their regulation profiles (e.g. regulated during either Mannitol/NaCl exposure or Trehalose preconditioning, or both) allowed us to divide them into four ‘Blocks’ (Figure 3D, Additional Text S10). 

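Additional Text S10 gives the Blocks as runs of consecutive genes. Block 1 runs from g16168 (PvLil6) to g16197, Block 2 from g16198 (PvLil11) to g16200 (PvLil2), Block 3 from g16201 (PvLea17) to g16204 (PvLea4) and Block 4 from g16205 (PvLea5) to g16208 (PvLea11). In these Blocks 28, 3, 4 and 4 genes had a mean TPM above 1. Whether the genes of a Block moved together was tested on gene sums with fry, the rotation test of limma for gene sets, with Benjamini-Hochberg adjustment over 96 tests. The Blocks were formed by the authors from the same libraries, so these tests describe the Blocks and are not independent evidence for them.

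Block 1 was called in 17 of the 24 comparisons, Block 2 in 8, Block 3 in 14 and Block 4 in 8. Camera with a preset correlation moved the count of Block 1 most, to 22, and median ratio scaling moved those of Blocks 2 to 4 most, to 13, 21 and 21, with sample weights giving 13 for Block 2 as well. At NaCl 1 h, Block 1 rose (median log2 change 0.44, adjusted p = 9.3e-13, 23 of 28 genes up) and so did Block 3 (0.42, adjusted p = 1.3e-08, 3 of 4 genes up). At NaCl 3 h, Block 1 rose by a median of 1.44 (adjusted p = 5.1e-23, 25 of 28 genes up) and Block 3 by 0.67 (adjusted p = 4.9e-16), although 2 of the 4 genes of Block 3 fell. Blocks 2 and 4 were not called at these times (adjusted p = 0.455 and 0.463 at 1 h, 0.451 and 0.171 at 3 h). After median ratio scaling they rose as well, Block 2 by 0.34 and 0.58 and Block 4 by 0.56 and 1.12.

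At Mannitol 3 h, Block 1 rose by a median of 0.58 (adjusted p = 5.0e-12, 21 of 28 genes up) and Block 2 by 0.80 (adjusted p = 0.0020, 3 of 3 genes up). The rise of Block 2 was not called without replicate 1 (adjusted p = 0.113). Block 3 had a median of -0.17 there and was not called (adjusted p = 0.060), but it was called down without Control 3 h replicate 1 (adjusted p = 0.021), without Mannitol 24 h replicate 1 (0.040) and without Mannitol 24 h replicate 3 (0.010). After scaling it was called up, with a median of 0.33. Block 4 (median 0.05, adjusted p = 0.346, with the test itself pointing down) was likewise called up after scaling, with a median of 0.54.

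Under trehalose, Block 1 rose at 1 h by a median of 0.53 (adjusted p = 7.9e-09, 24 of 28 genes up) and at 3 h by 0.95 (adjusted p = 4.9e-16, 23 of 28 genes up), and Block 2 rose at 3 h by 1.29 (adjusted p = 3.4e-04, 3 of 3 genes up). Block 2 was not called at 1 h (median 0.27, adjusted p = 0.247). Blocks 3 and 4 were called at neither time, with medians of 0.06 and 0.11 at 1 h (adjusted p = 0.605 and 0.447) and of -0.11 and 0.00 at 3 h (adjusted p = 0.686 and 0.288). After scaling all 4 Blocks were called up at both times, Block 3 with medians of 0.34 and 0.58 and Block 4 with 0.39 and 0.70.

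After 24 h every Block rose under each osmolyte. Under NaCl the medians were 3.35, 2.12, 1.47 and 1.28 for Blocks 1 to 4 (adjusted p = 6.6e-33, 1.6e-14, 1.2e-26 and 3.2e-17), and all genes tested rose. Under trehalose they were 2.60, 4.03, 0.81 and 1.48 (adjusted p = 1.3e-30, 1.6e-17, 2.6e-22 and 1.6e-21), and again all genes rose. Under mannitol they were 1.39, 1.87, 0.30 and 0.77 (adjusted p = 7.3e-21, 6.0e-08, 4.3e-10 and 2.6e-10), and 27 of 28 genes of Block 1 and all genes of the other Blocks rose. At PreCondTre 12 h the medians were 2.46, 3.61, 0.83 and 1.96 (adjusted p = 1.0e-17, 1.2e-10, 6.0e-13 and 1.7e-16), with 26 of 28 genes of Block 1 and all others up. At Rehydration 0 h, Block 2 rose by a further 1.56 (adjusted p = 1.2e-05, 3 of 3 genes up), while Block 4 was not called (adjusted p = 0.451). Block 1 (-0.21, adjusted p = 0.0011, 20 of 28 genes down) and Block 3 (-0.12, adjusted p = 0.0043, 4 of 4 genes down) fell slightly. Neither fall was called after scaling, nor without replicate 3 (adjusted p = 0.052 and 0.087). The fall of Block 3 was also not called without replicate 1 (adjusted p = 0.059) or by camera (adjusted p = 0.254). At Rehydration 12 h all Blocks fell, by medians of -1.14, -2.15, -0.50 and -0.81 (adjusted p = 2.1e-11, 1.1e-07, 1.5e-08 and 1.3e-08), with 25 of 28 genes of Block 1 and all genes of the others down. Among the comparisons of osmolytes at 24 h and of the time course named here, scaling changed the call of these 2 falls at Rehydration 0 h and of no other Block.

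Taken by single transcripts, as the authors grouped the genes, NaCl 24 h called 95, 6, 27 and 49 of the 155, 8, 69 and 260 transcripts tested in Blocks 1 to 4. Trehalose 24 h called 91, 7, 11 and 58, Mannitol 24 h called 46, 3, 2 and 11, and PreCondTre 12 h called 76, 5, 9 and 100.

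The genes at the borders of the Blocks showed the same rises in single values. At NaCl 24 h, PvLil6 rose by 3.82 on the log2 scale (standard error 0.198), g16197 by 2.35 (0.375), PvLil11 by 2.12 (0.294), PvLil2 by 5.04 (0.304), PvLea17 by 3.44 (0.0701), PvLea4 by 2.37 (0.0644), PvLea5 by 2.04 (0.251) and PvLea11 by 1.59 (0.154), with limma's adjusted p at most 9.7e-07. At Trehalose 24 h and PreCondTre 12 h, they rose by between 0.97 and 4.13 and by between 1.09 and 4.26. The smallest rise was that of PvLea4 at Trehalose 24 h, which lay under the fold change threshold and passed it without replicate 1 (1.03) and after scaling (1.14). PvLea4 had 7502 ± 361 TPM in control cells, 38677 ± 1184 TPM under NaCl and 14717 ± 874 TPM under trehalose, so a large part of the summed TPM of Block 3 came from this gene. PvLil11 and PvLil2 had means of 0.857 and 0.773 TPM in control cells at 24 h, where the added 1 understates their fold changes.

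**Figure D1:**
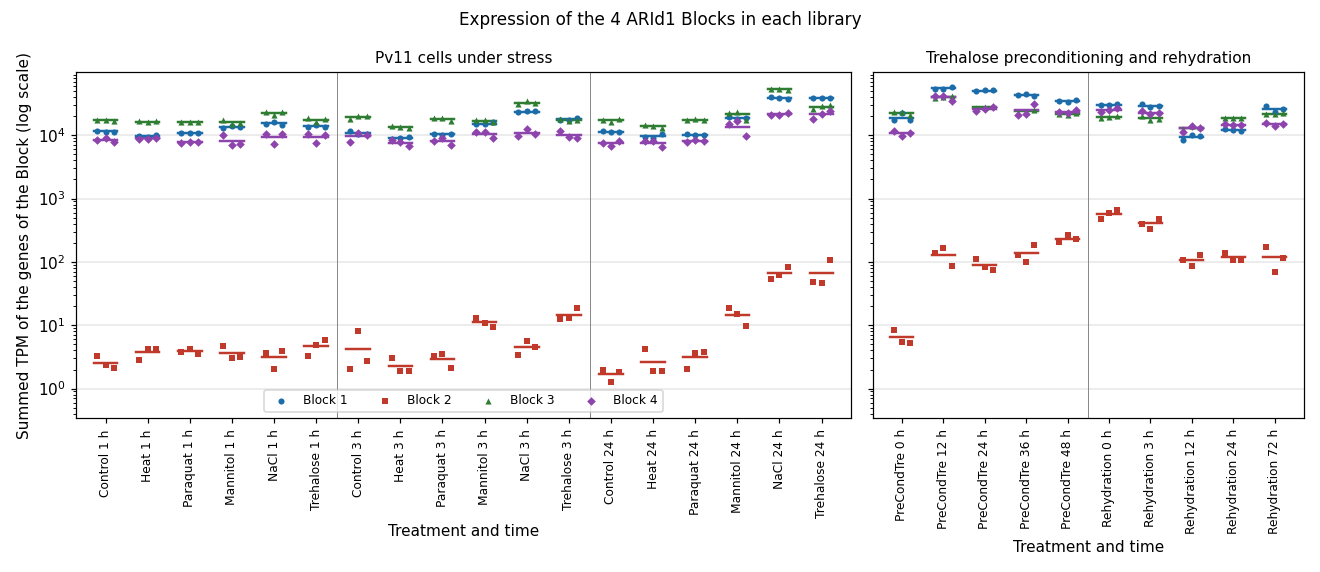
Summed TPM of the genes of each Block (log axis) in every library of the stress experiment (left) and of the preconditioning and rehydration time course (right), by treatment and time in hours. Points are libraries and bars are means of 3 libraries. In control cells at 24 h the means were 11349, 1.67, 17276 and 7582 TPM for Blocks 1 to 4, against 38663, 66.7, 53360 and 21452 under NaCl and 38572, 67.7, 28415 and 21353 under trehalose, and Block 2 was highest at Rehydration 0 h with 577 TPM.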

We observed that the Blocks expressed widely across datasets had significantly higher isoelectric point (pI) values (average 6.87) of deduced proteins than the two other *Lea* Blocks (average 5.18 and 4.74; Tukey HSD, Figure 3E). The regulation groups were characterized by the presence of heat shock elements (HSEs): similarly, four out of five orthologs in Block 4 had HSEs in their upstream sequences. 

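The heat shock factor gene HSF (g3611) rose at Trehalose 24 h by 1.90 on the log2 scale (standard error 0.195, limma's adjusted p = 5.0e-11), from 139 ± 15.0 TPM (SD, 3 libraries) in control cells to 531 ± 128 TPM. At PreCondTre 12 h it rose by 1.22 (standard error 0.123, adjusted p = 1.2e-08), from 339 ± 37.8 to 792 ± 133 TPM. In both comparisons each of the 3 libraries lay above each of the 3 reference libraries. Leaving out a replicate, a pseudocount of 0.1, a replicate block and median ratio scaling each left HSF above both thresholds, with log2 changes after scaling of 2.07 and 1.25. Binding of HSF to heat shock elements was not analysed here.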

We have previously shown the importance of gene regulation by Heat Shock Factor (HSF) in Pv11 cells, thus identification of HSEs in Block 4 *Lea* paralogs would support their contribution to anhydrobiosis. These findings suggests that paralogous anhydrobiosis loci, at least *Lea* genes in this case, may have undergone subfunctionalization to accommodate dynamic changes in cellular physiology that may occur during anhydrobiosis.

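Whether the Blocks responded differently to the osmolytes was tested directly, by contrasting trehalose with NaCl and with mannitol at the same time, in which the shared control plays no part. Of these 24 contrasts (4 Blocks, 6 contrasts each), fry called 16 after Benjamini-Hochberg adjustment over all of them, and camera with a preset correlation moved the count most, to 11. Of the calls made by fry, those of Block 2 at 3 h and of Blocks 2, 3 and 4 at 24 h for trehalose against NaCl, and that of Block 4 at 3 h for trehalose against mannitol, were not made by camera, and all 11 calls of camera were made by fry.

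Block 3 was lower under trehalose than under NaCl at every time point. The median log2 difference was -0.36 at 1 h (adjusted p = 7.6e-08, 3 of 4 genes lower), -0.86 at 3 h (adjusted p = 1.3e-16, 4 of 4 genes lower) and -0.29 at 24 h (adjusted p = 2.4e-09, 3 of 4 genes lower). Block 4 was not called between these osmolytes at 1 h (adjusted p = 0.927) or 3 h (adjusted p = 0.862). With sample weights, fry called it lower under trehalose at 3 h (adjusted p = 0.036, median -0.03). At 24 h Block 4 was higher under trehalose by a median of 0.49 (adjusted p = 1.2e-06, 3 of 4 genes higher). Block 1 was lower under trehalose at 24 h by a median of -0.53 (adjusted p = 1.2e-08, 22 of 28 genes lower). Block 2 was higher at 24 h by 0.75 (adjusted p = 0.0021, 2 of 3 genes higher), a call that was lost without Trehalose 24 h replicate 3 (adjusted p = 0.065) and with a pseudocount of 0.1 (adjusted p = 0.058).

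Compared with mannitol at 24 h, all 4 Blocks were higher under trehalose, by medians of 1.29, 1.74, 0.58 and 0.75 (adjusted p = 1.9e-20, 9.5e-11, 1.1e-15 and 1.6e-14), and every gene tested was higher. Median ratio scaling left the sign of these 4 differences, and the call of every contrast of trehalose with NaCl, unchanged. At 3 h, Block 4 differed from mannitol by a median of 0.03 (adjusted p = 0.033, 2 of 4 genes higher), which was not called without Mannitol 3 h replicate 3 (adjusted p = 0.117) or Trehalose 3 h replicate 1 (adjusted p = 0.220), and whose median was -0.09 with sample weights although the test still pointed up.

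The paper reasons from runs of neighbouring *Lea* genes with different regulation under NaCl, mannitol and trehalose, from the isoelectric points of their proteins and from the heat shock elements upstream of Block 4 genes. From these it proposes that the duplicated *Lea* genes of ARId1 may have been subfunctionalized for changes in cell physiology that may arise during anhydrobiosis.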

## DISCUSSION

This study illustrates a single chromosome playing an important role in the rapid adaptation in *P. vanderplanki*, providing evidence of chromosome-specific mechanisms of evolution in insects in general. It is known that basal chironomid species have more diverse numbers of chromosomes (2*n* = 6–16) compared to other insects (22). Systematic karyotypic studies of polytene chromosomes in chironomid midges have shown that a change in the basic chromosomal band sequence in arms A, B, C, D, E, F (representing Chromosomes 1-3) happens only when the basic chromosomal band sequence in arm G (Chromosome 4) also changes (58). Specifically, for chironomid midges, the fourth chromosome at the micromorphology level show the highest variation among populations exposed to different stresses (59). The high-order structure of the chromosomes may have facilitated this chromosome-level adaptations. Heterochromatin (HC) is prone to fuse with itself at low temperatures, leading to merging of chromosomes at chromocenters, tandem chromosomal merging, reciprocal exchange of chromosomal arms and the creation of new cytocomplexes. HC has a nonspecific reaction to environmental stresses, such as unusual salinity or temperature, which results in condensation-decondensation of HC at the nuclear membrane. Also, the presence of HC provides a high level of chromosomal reconstruction and a change in HC content in different species could have adaptive value (60).We have yet to validate genome-wide heterochromatin structures; ongoing Hi-C analysis based on this chromosome level genome will be discussed elsewhere.

The analysis conducted in this study suggest that Chromosome 4 (in its 3–12 Mb region) may be under relaxed selective pressure, allowing the accumulation of heterozygotic mutations. This enabled the acquisition of novel genes as subfunctionalization after gene duplication is one route to the generation of genes with new functions. We find most of the ARIds to be in these regions, thus implicating the link between the variable Chromosome 4 and genomic adaptation against extreme stress. These observations suggest that the variable Chromosome 4 have promoted acquisition of novel gene sets that contributed to environmental adaptations. However, how adaptive variants that produced anhydrobiosis mechanisms became to be fixed on Chromosome 4 remains to be identified. Determining if the size and number of chromosomes correlates with higher diversity (61) would be another point that needs to be validated.

One element that may have caused the diversity in Chromosome 4 is DNA damage. We have previously observed extensive DNA damage during larvae anhydrobiosis and the induction of Rad51, an activator of double strand break repair during recovery (9). This implies the induction of homologous recombination repair (HR) or non-homologous end joining (NHEJ) during anhydrobiosis recovery. Our previous transcriptome analysis of Pv11 anhydrobiosis has revealed that NHEJ may be preferred in Pv11 cells (62), which if the same regulation is used in insects, would suggest some kind of regulation of HR. If this is the case, decrease of HR may have caused inhibition of GC-biased gene conversion, as it is linked with HR, thus suppressing the increase in GC ratio seen in other organisms. Furthermore, the biased substitution pattern indicated by the lower Ts/Tv values in Chromosome 4 may have been caused by the inhibition of GC-biased gene conversion. Lower Ts/Tv may also indicate oxidative stress caused during desiccation may have caused the oxidation of the guanosine nucleotide, causing G-to-T transversion, which were not correctly repaired. The relaxed selection pressure may have enhanced mutation accumulation caused by NHEJ repair or nucleotide-level DNA damage. Together, these mechanisms have driven the decrease in GC ratio and increase of nucleotide diversity in Chromosome 4.

Moreover, we have observed decrease in gene conservation in the Y sex chromosome of *D. melanogaster*, similar to what we observed in *P. vanderplanki* Chromosome 4. Sex chromosomes are known to have features similar to what we have observed in Chromosome 4, e.g. higher mutation rates, etc. (63). Environmental adaptation through genomic evolution on sex chromosomes in insects is rare, as we have found only one study showing thermal adaptation in the house fly *Musca domestic* linked with Y sex chromosome genes (64). The *P. vanderplanki* Chromosome 4 differs from the *D. melanogaster* sex chromosome as it contains much more genes and is not highly repetitive. Chironomids lack definitive sex chromosomes, queried through synteny analysis with Müller elements from *Drosophila* (65); however, sex determining regions (SDR) and sex biased regions have been identified by molecular and karyotyping studies. In *C. riparius*, reduced recombination rate has been observed in the Chromosome 3 SDR (66). In *Polypedilum*, a previous karyotyping analysis on *P. nubifer* has identified a sex-biased region on Chromosome 4 (67). This may suggest that the sex-biased region may be also conserved in *P. vanderplanki* Chromosome 4 and may be linked to the reduction in recombination. Furthermore, considering that the SDR is located on Chromosome 3 in *C. riparius*, establishment of Chromosome 4 as a sex chromosome may be recent. More studies based on this chromosome scale genome would provide a wide picture to the sex determination in this insect.

By comparison with an anhydrobiosis-incompetent relative, *P. nubifer*, we have previously shown that anhydrobiosis genes (*i.e*. those encoding LEA, LILs, thioredoxin proteins) have gone through massive duplication in the *P. vanderplanki* genome, forming a feature known as ARIds (11,12,16). Comparison with *P. pembai* suggested that the evolution of anhydrobiosis genes within the *Polypedilum* lineage may have occurred recently, at least after the divergence of *P. vanderplanki* and *P. nubifer* (63–100 MYA) (11,24,25,68). Most of these loci were located on Chromosome 4, emphasizing the importance of this chromosome for adaptation against desiccation.

Close examination of genomic loci on Chromosome 4 revealed two examples of genomic evolution on this chromosome. Chromosome 4 harbors majority of the *Polypedilum* or *P. vanderplanki* specific genes. From functional enrichment analysis, we identified a high copy number pseudogene family with weak homology with ionotropic receptors. Ionotropic receptor domains are thought to participate in chemical stimulus sensing (69). Chemosensory genes have been proposed to undergo subfunctionalization through duplication, facilitating the development of novel ecological traits (70). We observed relaxed selection in the orthologs, together with their expression profiles support these orthologs being pseudogenes. This data proposes that these genes may be remnants of gene duplication events that occurred after *P. vanderplanki and P. pembai* diverged approximately 33 MYA. It is possible that this protein family functioned as a desiccation sensor in the early stages of acquisition of the anhydrobiosis machinery, but eventually became unnecessary.

Similar to the accumulation of genus specific genes, Chromosome 4 harbors most of the ARId loci. In particular, ARId1 harbors the massively duplicated *Lea* and *Lil* genes. Previous studies have proposed that duplication of LEA protein genes allows their subfunctionalization to improve adaptation to desiccation (12,71). We have observed enrichment of HSEs in the upstream regions of Block 4 *Lea* paralogs and significantly higher pI values of Block 1 paralogs. These observations suggest the subfunctionalization in these paralogs; LEA proteins with pI values close to neutral are expressed when cells face osmotic stress, whereas paralogs with lower pI values are produced under other conditions. Intrinsically disordered proteins, in particular LEAs, have been implicated in various cellular mechanisms, including phase transition and protection of cellular molecules in anhydrobiotes (72–76). A previous study using measles virus phosphoprotein showed that such proteins are less soluble at their isoelectric points (77). If this also is the case for *P. vanderplanki* LEA proteins, it may suggest that duplications of LEA protein genes have occurred to enable cellular protection when facing drastic changes in cellular pH, such as those that may occur during trehalose preconditioning and subsequent dehydration in Pv11 cells or desiccation in larvae. This subfunctionalization may have been facilitated by the relaxed selection taking place on Chromosome 4; the loci harboring multiple *Pimt* paralogs (ARId3) also shows similar signs (24). Moreover, the existence of HSEs in Block 4 *Lea* paralogs expands our knowledge on these ARId regions; we have previously identified HSF to be a major regulator of anhydrobiosis genes (78). Knock out experiments using the CRISPR/Cas9 system in Pv11 cells causes defects preventing cells from successfully entering anhydrobiosis (79). We anticipate examination of other ARId loci will present similar features linking currently identified transcription factors with effective proteins.

In conclusion, we present a chromosome-level genome assembly of the anhydrobiotic midge *P. vanderplanki*, and have observed for the first time, to our knowledge, the use of a single chromosome for trial-and-error genetic modifications leading to rapid environmental adaptation. The evolution of *P. vanderplanki* Chromosome 4 may have been fundamental to the rapid evolution of novel chironomid physiologies, i.e. tolerance to desiccation, by accumulation of novel genes. The relaxed selective pressure on Chromosome 4 has likely contributed to the rapidity of evolution. We provide two examples of such evolutionary experiments: subfunctionalization of the ARId1 *Lea* loci that underpin anhydrobiosis, and pseudogenization of a 117-copy ionotropic receptor gene family, possibly illustrating the evolutionary trajectory of anhydrobiosis in *P. vanderplanki*. Acquisition of such adaptive mechanisms may have enabled *P. vanderplanki* to inhabit environments where there is less competition. Together, this study demonstrates the genetic basis of desiccation tolerance within the *Polypedilum* genus and infers a similar mechanism for the adaptation to extreme environments in other chironomids. We await more chromosome-level chironomid genome sequences to verify the universality of additional chromosomes as a genetically plastic ‘sandbox’ in which to test evolutionary strategies for environmental adaptation in chironomids.

## DATA AVAILABILITY

All sequencing data and the assembled genome obtained in this study has been uploaded to NCBI. A Jbrowse-based genome browser for the *P. vanderplanki* genome is hosted at MidgeBase2 (https://www.midgebase.org). Raw data and scripts used in this study were uploaded to a dedicated GitHub repository (https://github.com/Kikawada-Lab-UT-NARO/Pvanderplanki_chromosomal_genome).

The genome, DNA and CTR-Seq sequencing data and annotations have been uploaded to NCBI under the accession ID PRJNA660906. The transcriptome sequencing data have been uploaded to GEO under the accession ID GSE158443. This Whole Genome Shotgun project of *P. vanderplanki* implemented with the Braker gene prediction (v5.2) has been deposited at DDBJ/ENA/GenBank under the accession JADBJN000000000. The version described in this paper is version JADBJN010000000.

## Supplementary Material

lqac029_Supplemental_Files

# Supplementary material for: High quality genome assembly of the anhydrobiotic midge provides insights on a single chromosome-based emergence of extreme desiccation tolerance
**Source:** NAR Genom Bioinform. 2022 Apr 5;4(2):lqac029. doi: 10.1093/nargab/lqac029
**Supplement:** lqac029_Supplemental_Files

Additional Information for

## **High quality genome assembly of the anhydrobiotic midge provides insights on a single chromosome-based emergence of extreme desiccation tolerance**

Yuki Yoshida, Nurislam Shaikhutdinov, Olga Kozlova, Masayoshi Itoh, Michihira Tagami, Mitsuyoshi Murata, Hiromi Nishiyori-Sueki, Miki Kojima-Ishiyama, Shohei Noma, Alexander Cherkasov, Guzel Gazizova, Aigul Nasibullina, Ruslan Deviatiiarov, Elena Shagimardanova, Alina Ryabova, Katsushi Yamaguchi, Takahiro Bino, Shuji Shigenobu, Shoko Tokumoto, Yugo Miyata, Richard Cornette, Takahiro G. Yamada, Akira Funahashi, Masaru Tomita, Oleg Gusev\*, Takahiro Kikawada\*

### **This PDF file includes:**

- Material and methods
- Additional text
- SI References
- Additional Figures S1 to S6
- Legends to Additional Data S1 to S18

## MATERIALS AND METHODS

### 1. Genome and transcriptome sequencing

Pelleted Pv11 cells were homogenized with a BioMasher II (Nippi, Tokyo, Japan) in QIAGEN Buffer G2 (Qiagen, Venlo, Netherlands). Genomic DNA was extracted using QIAGEN Genomic-tip 20/G columns (Qiagen). The extracted DNA was divided into two aliquots for PacBio and Illumina sequencing. For PacBio sequencing, high-molecular-weight genomic DNA was sheared to a targeted average size of 20-30 kbp with a Covaris g-Tube (Covaris, Woburn, MA). A SMRTbell library for PacBio long-read sequencing was constructed according to the manufacturer's recommended protocol for 20 kbp inserts (the 20-kb Template Preparation Using BluePippin™ Size-Selection System, Sage Science, Beverly, MA). The SMRTbell library was sequenced on a PacBio RS II sequencer (Pacific Biosciences, Menlo Park, CA) using a DNA/Polymerase Binding Kit P6 v2 (Pacific Biosciences) and a DNA Sequencing Reagent Kit 4.0 (Pacific Biosciences). For short read Illumina sequencing, the purified DNA was fragmented with a Covaris S2 sonicator (Covaris), and DNA fragments of ~180 or ~500 bp were size selected using the Pippin Prep system (Sage Science). Two sequencing libraries were prepared using the TruSeq Nano DNA Library Prep Kit (Illumina, San Diego, CA) with insert sizes of ~180 and ~500 bp. The quality and quantity of the DNA library were evaluated by electrophoresis using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and KAPA Library Quantification Kits (Roche Molecular Diagnostics, Pleasanton, CA). These DNA libraries were sequenced on the HiSeq 2000 platform (Illumina) to generate paired-end 101-bp reads.

For preparation of the third and fourth Illumina short-read libraries,  $10^7$  cells were washed in PBS (Thermo Fisher Scientific) and extracted with DNeasy Blood & Tissue Kit (Qiagen). The quality and quantity of the extracted DNA were validated with a nanophotometer (Implen, Munich, Germany) and a Qubit dsDNA BR Assay Kit (Thermo Fisher Scientific). The extracted DNA was fragmented into 400-550 bp lengths with a sonicator (Qsonica, Newtown, CT). Each Illumina sequencing library was constructed with a NEBNext Ultra DNA Library Prep Kit (New England Biolabs, Ipswich, MA) according to the manufacturer's instructions and sequenced in paired-end mode 262+262 on a Miseq sequencer (Illumina) or 100+100 on a HiSeq2500 sequencer (Illumina).

To construct the mate-pair libraries, DNA was processed using a TruSeq DNA Sample Preparation kit v.2 (Illumina) according to the manufacturer's instructions. Library insert lengths, as assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies), were 397 bp for *P. vanderplanki*. Libraries were quantified using fluorometry with a Qubit 2.0 instrument (Thermo Fisher Scientific) and real-time PCR and diluted to a final concentration of 9 pM. Diluted libraries were clustered using a cBot instrument (Illumina) with a TruSeq PE Cluster Kit v3 (Illumina) and sequenced using a HiSeq 2000 sequencer (Illumina) with a TruSeq SBS Kit v3-HS (Illumina), read length 101 from each end.

In situ Hi-C samples were processed according to the general protocol as described previously (1), which was adapted for use on insect cell lines. Mainly, differences related to adjustments in the volume of the reactions, speed of centrifugation and incubation timing. To fix the cells,  $2 \times 10^7$  of Pv11 cells were suspended in 1 mL IPL-41 medium

and fixed for 10 min by adding formaldehyde at a final concentration of 1% at room temperature (RT) with moderate rotation. The reaction was quenched with 2.5 M glycine (added to final concentration 0.2 M) for 5 min at RT with rotation. Fixed cells were washed twice with cold 1×PBS and then lysed for 30 min at RT. Chromatin was solubilized by adding 0.5% SDS to the lysed cell pellet and incubated for 10 min at 62 °C without rotation. Chromatin digestion was performed by adding 100 U of MboI (New England Biolabs) in 250 µl NEB2 buffer per sample and incubated at 37°C overnight with constant agitation. The overhangs of the digested DNA were labeled by adding biotin-14-dATP. The biotin-labeled DNA fragments obtained were ligated by overnight incubation at RT with gentle rotation. Crosslinks were reversed by overnight incubation with 1% SDS and proteinase K, and DNA was isolated by sodium acetate/ethanol precipitation. The samples were then sheared using a Covaris LE220 instrument (fill level – 10, duty cycle – 15, PIP – 500, cycles/burst – 200, time – 58 s). The 300-500 bp DNA fraction was isolated from samples using AMPure XP beads (Beckman Coulter, Brea, CA). Dynabeads MyOne Streptavidin T1 beads (Thermo Fisher Scientific) were used to pull down biotinylated fragments. Remaining biotin from unligated ends was removed and A-tails were added with T4 PNK. The Illumina sequencing library was prepared using reagents from the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs) according to the manufacturer's instructions. A mock PCR was done to fine-tune the number of cycles needed for library amplification (7 cycles). Before sequencing, the size distribution of the libraries was assessed with an Agilent 2100 Bioanalyzer (Agilent Technologies). The in situ Hi-C libraries were sequenced with a 2 x 100 bp paired-end run on a HiSeq 2500 system (Illumina).

For preparation of UV-irradiated *P. vanderplanki* larvae, we first prepared anhydrobiotic specimens. Anhydrobiosis was induced as described previously with slight modifications: groups of eight last instar larvae were placed on pieces of filter paper imbibed with 0.44 mL distilled water in a glass Petri dish (65 mm diameter, 20 mm height) and five of these dishes were placed in a desiccator box (30 × 25 × 25 cm) containing 1 kg of silica gel (relative humidity < 5%). Larvae were then completely dried after 48 h in the desiccator. Wet and dry *P. vanderplanki* larvae were exposed to 254 nm UV radiation (100 mJ/cm<sup>2</sup>) on a HL-2000 HybriLinker crosslinker (Analytik Jena, Jena, Germany). Groups of 40 wet larvae taken 1 h, 3 h and 24 h after UV exposure, groups of 40 dry larvae exposed to UV and taken 1 h, 3 h and 24 h after rehydration, as well as groups of 40 untreated wet larvae and 40 untreated dry larvae as controls, were homogenized in RNAiso Plus (Takara Bio, Kyoto, Japan), incubated for 5 min at RT, and then frozen at -30°C. For RNA-Seq of frozen samples, total RNA was extracted with a Nucleospin RNA clean-up kit (Takara Bio) and a TruSeq RNA Sample Prep Kit -v8 (Illumina) following the manufacturers' protocols. The pooled library was sequenced using the Illumina HiSeq1500 system (1 biological replicate for each sample).

For the comprehensive transcriptome analysis, groups of Pv11 cells were subjected to various stresses.  $5 \times 10^6$  Pv11 cells were resuspended in 2 mL IPL-41 medium and subjected to the following stresses: 0.5% (v/w) NaCl, 600 mM mannitol, 600 mM trehalose, 20 µM paraquat, and 42°C heat shock. The time point where cells were first exposed to stress inducers were set as T0, and samples were then taken at 1 h, 3 h and 24 h. For heat shock, cells were exposed to 42°C for 15 min before T0 and then sampled accordingly. Samples were prepared in triplicate. In brief,  $4 \times 10^7$  cells were suspended in

2 mL preconditioning medium (10% FBS containing IPL41 medium: 600 mM trehalose at 1:9) for 48 h. These cells were transferred to a new microtube and collected at 400 g for 5 min. After removing the supernatant, cells were suspended in 400  $\mu$ L of the pretreatment solution and 40  $\mu$ L was placed in a 35 mm tissue culture dish. These cells were desiccated in a chamber (20  $\times$  20  $\times$  20 cm) set at ca. 5% relative humidity with 1 kg of silica gel and continuously desiccated for more than 10 days. For rehydration, 1 mL IPL41 medium containing 10% FBS was added to the desiccated cells and incubated for 1 h at 25°C. Cells were gently resuspended in the same dish until sampling. At each time point, cells were collected by centrifugation at 800 g for 2 min (4°C), and the culture medium was removed. Cells were suspended in 500  $\mu$ L RNAiso Plus (Takara Bio), incubated for 5 min at RT, and then frozen at -30°C. For RNA-Seq of frozen samples, total RNA was extracted with a Nucleospin RNA clean-up kit (MACHEREY-NAGEL, Düren, Germany) and a TruSeq RNA Sample Prep Kit -v8 (Illumina) following the manufacturers' protocols. The pooled library was sequenced using an Illumina HiSeq1500 system (3 biological replicates for each sample). For the Pv11 cell desiccation-rehydration time course (2), we used our previously reported data (3).

## 2. Cap trap RNA-Seq

Larvae were treated as described above. Pv11 cells were incubated in trehalose mixture (600 mM trehalose containing 10% (v/v) IPL-41 medium) at a density of  $2 \times 10^7$  cells per mL for 48 h at 25°C, then collected as the T48 sample. For the T0 sample,  $1 \times 10^7$  cells were collected before treatment. Groups of 10 wet larvae (wet, n=2), larvae desiccated for 24 h (D24, n=2) and over 48 h (D48, dry larvae, n=1) were homogenized in 600  $\mu$ L of TRI Reagent LS (Molecular Research Center, Cincinnati, OH) and debris were discarded by centrifugation at 12,000 g for 5 min. Pv11 control samples (T0, n=1) and Pv11 desiccation samples (T48, n=1) were also resuspended in TRI Reagent LS. Total RNA was extracted from the supernatant using Direct-zol Miniprep Plus Kit (Zymo Research, Irvine, CA), following the manufacturer's instructions, including DNase I treatment. Extracted total RNA was submitted to CTR-Seq library construction following a previous study (4). Sequenced reads were demultiplexed with bcl2fastq, and were classified as either TSS, CDS, or TTS with in-house scripts depending on the adaptor sequences. rRNA reads were removed using tagdust2 (5) with human ribosomal DNA complete repeating unit (GenBank: U13369.1) as the query.

## 3. Genome assembly and gene prediction

To calculate heterozygosity within *P. vanderplanki*, we first submitted DNA-Seq data obtained in this study k-mer count with Jellyfish v2.2.4 (6) and profiling with GenomeScope v1.0.0 (7). Trimming of paired-end reads was performed with Trimmomatic tool v0.36 (8) using trailing quality clipping and adapter removal. Mate-pair reads were preprocessed using NxTrim tool v0.4.1-0f17575 (9) with default parameters. K-mer analysis using the Kmergenie tool v1.7016 with k=21 and diploid model approximation (10) was performed for genome size and coverage prediction.

We employed a meta-assembly to obtain a highly contiguous and complete genome assembly. All Illumina short reads were assembled with Platanus v1.2.4 (11) to remove heterozygous regions. This assembly was scaffolded and gaps filled in with PBJelly v15.8.24 (-minMatch 8 -minPctIdentity 70 -bestn 1 -nCandidates 20 -maxScore -500 -noSplitSubreads --minMapq=45) (12). This assembly was further scaffolded with long-read assemblies in two iterations using the mate-pair reads with Metassembler v1.4 (bowtie2\_maxins=11000 bowtie2\_minins=4000 mateAn\_A=5000 mateAn\_B=10000) (13). The first assembly was obtained using a Hierarchical Genome Assembly Process (HGAP4) workflow (Pacific Biosciences, SMRT Link version 3.1.1) (14). HGAP4 consists of de novo assembly with Falcon, and assembly polishing with Arrow. Default parameters were applied, with the following exceptions: genome length was set to 150 Mb, the consensus diploid mode was set to true. The second assembly was obtained with the DBG2OLC pipeline (15) using our previous PacBio genome sequencing data (16) corrected with Spari (17) and Illumina short paired-end reads. In the first stage of the DBG2OLC pipeline, short but accurate contigs were created using SparseAssembler (two iterations, “LD 0 NodeCovTh 1 EdgeCovTh 0” for the first, “LD 1 NodeCovTh 2 EdgeCovTh 1” for the second; all Illumina PE and MP reads were used, including PE reads, resulting from NxTrim procedure). In the second stage, “AdaptiveTh 0.0001 KmerCovTh 2 MinOverlap 20” parameters were fed with the contigs file from the first stage and Spari-corrected PacBio reads in fasta format. The third stage (consensus calling) was run with the default parameters.

Additional scaffolding and gap filling were run for this meta-assembly with mate-pair reads using SSPACE v3.0 (18) and GapFiller v1.10 (19) tools. This assembly was further scaffolded with Hi-C reads with the 3D-DNA pipeline (20). Hi-C reads were processed with Juicer (21) software to obtain a contact matrix for visualization of the initial assembly with Juicebox (22) and to generate a list of deduplicated and filtered read pairs, which reflects the contact frequency between assembly fragments. This list (merged\_nodups.txt) and the assembly.fasta file were applied to the 3D-DNA pipeline without a misjoin correction step. Regions of scaffolds containing visually detected misassemblies were corrected manually with Juicebox Assembly Tools (23). The resulting set of scaffolds was applied to the second round of read mapping and processing. In a subsequent step with 3D-DNA, automated scaffolding with two iterations of misjoin corrections was applied to the data. Final scaffold correction, unplaced scaffold ordering, and chromosome-size scaffold splitting were performed with Juicebox Assembly tools. The order of chromosomes was sorted based on their length, resulting in the Pv5.2 genome assembly.

The main statistical metrics of all assemblies were assessed using the Quast tool v5.0.2 (24). The completeness of assemblies was assessed using universal single-copy orthologues of Diptera species (3,285 proteins) with the BUSCO4 tool v4.0.6 or v4.0.2 (25). The DNA-Seq data from our previous study was downloaded from MidgeBase (<http://bertone.nises-f.affrc.go.jp/midgebase>), mapped to the genome with BWA mem v0.7.15-r1140 (26) and assayed with Qualimap v2.2 (27) after processing with SAMtools convert/sort v1.7 (28). GC ratio, gene density, DNA-Seq and RNA-Seq coverage were calculated with BEDtools v12.29.2-39-g5210e6f (29) for 10 or 50 kbp windows and visualized with Circos v0.69-8. Contaminant sequences were also assayed with BlobPlot v1.0 (30). The scaffold sequences of Pv5.2 and Pv0.9 were submitted to Diamond

BLASTX v0.9.24 (31) to search UniProt Reference Proteomes (downloaded 2017, Dec. 9th)(32) and then taxified with Blobtools. Taxification and coverage data were submitted to Blobplots to visualize the results.

In order to identify and classify repeat elements in genome scaffolds, we used RepeatModeler v1.0.10 (33) and RepeatMasker tools v4.0.7 (34). To this soft-masked genome sequence, we mapped all RNA-Seq data with the Hisat2 tool v2.1.0 (35). The merged bam file with all alignments was used as input to the BRAKER1 pipeline v1.9 (--softmasking 1)(36) using the soft-masked genome assembly. The resulting set of BRAKER1-predicted protein products were functionally annotated with InterProScan pipeline v5.26-65.0 (37). tRNA and rRNA genes were predicted with tRNAScan-SE (v1.3.1)(38) and barrnap (v0.6)(39). These gene predictions were merged into the initial gene set Pv5.2.0. Additionally, the nucleotide sequences of ARId sequences obtained from GenBank were submitted to minimap2 v2.17-r941 (40) or BLASTN v2.2.22 (41) to search against the genome or predicted coding sequences, respectively. McScanX vMar312011 (42) was used to detect collinear blocks using blastp results ( $E$ -value  $< 1e-15$ ) with default settings. Collinear blocks were visualized with synvisio (43).

We also scaffolded our previous genome assembly Pv0.9, which used DNA-Seq data from only insect specimens. The Pv0.9 genome assembly was aligned to the Pv5.2 assembly with D-genies (44) and produced a “pseudo-chromosomal” assembly (Pv0.9p). The Pv0.9 gene predictions were mapped to Pv0.9p with Liftoff (45). This Pv0.9p assembly was subjected to synteny analysis with Pv5.2. Amino acid sequences were subjected to round-robin Diamond Blastp search (--sensitive -k 0 -e  $1e-15$ ) and collinear blocks were detected with McScanX with a stringent threshold (-m 5) (31,42). The resulting collinear blocks were visualized with Synvisio.

#### 4. Analysis of CTR-Seq data

TSS/mRNA/TTS tags from CTR-Seq were mapped to the genome with Hisat2 v2.1.0 (35) and were submitted to the HOMER2 v4.10.0 (46) analysis pipeline for TSS/TTS peak identification. Briefly, tag directories were constructed from mapped BAM files, and each file was submitted to findcsRNATSS.pl to identify tag peaks. Peaks within 50 bp of each other were merged into a single peak cluster with mergePeaks.pl. Identified peak clusters were annotated/quantified by annotatePeaks.pl. Raw peak cluster tag counts (CPM; counts per million) were normalized using UMI sequences by reducing sequence tags with the same UMI mapped to the same position. Sequence tags from coding regions (mRNA) were pseudo-mapped and quantified (TPM; transcripts per million) against the BRAKER coding sequences with Kallisto 0.44.0 (47). The findMotifsGenome.pl tool was used to identify motifs enriched close to TSS and TTS peak clusters.

Raw CTR-ONT reads were mapped to the genome with minimap2 v2.17-r941 (40) and were collapsed with TALON v5.0 (48). New gene predictions were compared with the BRAKER gene model with SQANTI3 v1.0.0 (49) and validated for completeness with BUSCO4 (v4.0.2, Insecta, Diptera). The mapping ratio of mRNA-Seq obtained during CTR-Seq was also calculated with Hisat2 v2.1.0 (35) and Qualimap2 v2.2 (27). Anti-sense, non-coding transcripts, and fusion genes were removed from the gene set. For

comprehensive identification of full-length non-coding polyA transcripts, we first removed ONT and Nextera Transposase adaptors by Porechop v0.2.3\_seqan2.1.1 (50) and fixed strandness by adapter orientation (validated ONT reads). We then conducted a transcriptome assembly using paired-end mRNA-Seq data from our previous study (16) and the validated ONT cDNA-Seq reads with rnaSPADES v3.14.1 (51). This transcriptome assembly and the validated ONT reads were mapped to the genome with minimap2 v.2.17-r941(40). The output BAM files were merged and sorted with SAMtools v1.7 (28) and converted into BED12 format and clustered with bedtools2 v2.29.2-g5210e6f (bamToBed, merge) (29). Validated ONT reads and assembled transcripts in each cluster were obtained from the minimap2 output and converted into fastq files by SAMtools. These read clusters were subjected to 1-3 rounds of Racon v1.4.13 (52) polishing and consensus sequences were obtained by medaka v0.11.5 (53). Consensus sequences were mapped to the genome with GMAP v2017-11-15 (54) and validated by overlap with any BRAKER genes using BEDtools v2.29.2-g5210e6f (29). TSS and TTS tags were mapped onto these final transcripts with BWA mem v0.7.15-r1140 (26) and the orientations of mapped tags were used for transcript strand correction. Additionally, these transcripts were searched using BLASTN for homologs in the following dipterans (downloaded from EMSEMBL Metazoa on 2020/9/4) and *Polypedilum*; *Aedes aegypti* LVPAGWG (AaegL5), *Anopheles darlingi* (AdarC3), *Anopheles gambiae* (AgamP4), *Belgica antarctica* (ASM77530v1), *Culex quinquefasciatus* (CpipJ2), *Drosophila melanogaster* (BDGP6), *Glossina morsitans* (GmorY1), *Lucilia cuprina* (ASM118794v1), *Lutzomyia longipalpis* (LlonJ1), *Megaselia scalaris* (Mscal1), *Musca domestica* (MdomA1), *Phlebotomus papatasi* (PpapI1), *Stomoxys calcitrans* (ScalU1), *Teleopsis dalmanni* (Tel\_dalmanni\_2A\_v1), *P. pembai* (GCA\_014622435.1), *P. nubifer* (Pn\_0.9). These final non-coding genes were merged with the TALON-derived genes and manual curation resulted in the final gene set (Pv5.2.4). mRNA, CDS and amino acid sequences were obtained with the GFFread utility in Cufflinks v2.2.1 (55). Amino acid sequences were annotated by BLASTP v2.2.22 search against Swiss-Prot (downloaded on 2019/2/15)(41) and InterProScan v5.46-81.0 (37). TSS/TTS peak clusters, mapping results of sequencing data and the final gene set were visualized in the JBrowse environment for manual inspection. Candidate genes of horizontal transfers were detected by methods used to detect horizontally transferred genes in bdelloid rotifers (diamond blastp: --sensitive --index-chunks 1 -k 500 -e 1e-5; diamond\_to\_HGT\_candidates.pl: --taxid\_skip 54970 --taxid\_ingroup 6656) (31,56).

Using the new gene set, we reclassified TSS/TTS peaks using in-house Perl scripts and validated ONT reads. In brief, ONT reads were mapped to the genome and transcript sequences with minimap2 v2.17-r941 (40). For each ONT read that mapped to a transcript, the genomic start and end positions were calculated using the pysam utility. The corresponding TSS/TTS peak cluster was calculated for each transcript using the start/end position of mapped ONT reads. If no ONT reads mapped to a transcript, the TSS/TTS peak with the highest HOMER score within 1,000 bp upstream/downstream of the mRNA start/end position were designated as the TSS/TTS peak cluster.

## 5. Variant calling

To estimate of level of intra-species genomic diversity , we estimated single nucleotide variants and indels using our previous genome resequencing data of six populations of *P. vanderplanki* within Nigeria (57). Pool-Seq reads were mapped to the *P. vanderplanki* genome with bwa-mem software v.0.7.10 (26). Resulting files were converted and cleaned of duplicated reads with SAMtools v1.9 and Picard 2.16.0-SNAPSHOT(58). Variant calling was performed with SAMtools mpileup and bcftools call v1.9 and filtered with GATK v4.1.20 with “DP < 10 || QUAL < 20” (28,59,60). The PoPoolation2 software tool (61) was used to measure allele frequency differences between populations and to estimate population differentiation (measured by the fixation index, *Fst*) along the genome with a sliding window approach (50 kbp windows). Selective sweeps were found by Pool-hmm (62) with k value = 0.001. To detect large-scale indels, we mapped PacBio reads of Pv11 cells and inbred insects to the genome with BWA mem (-x pacbio -M) and structural variants were Identified with Sniffles v1.0.12 (63).

We additionally reanalyzed Pool-Seq data and high-coverage DNA-Seq data of Pv11 cells and insect specimens (16) for generation of a phylogenetic tree to determine the genetic distances between populations. Each DNA-Seq data were mapped to the Pv5.2 genome using with BWA mem v0.7.10-r789 (26) and output converted into a sorted bam file with SAMtools v1.11-5-g0920974. Variant calling was performed with SAMtools mpileup and bcftools call v1.11-13-g78003de (Li, 2011; Li, et al., 2009) and filtered with GATK pipeline v4.1.19 with options “DP < 10 || QUAL < 20” (28,59,60). Consensus sequences were produced with bcftools consensus using both SNVs and Indels. From these sequences, a phylogenetic tree was built using alignment-free distance-based procedure by JolyTree software v2.1.211019ac (64).

All detected variants (SNVs, INDELs) were annotated for their effects on coding regions with snpEff v5.0c (65) using the Braker2 based gene predictions as the database.

## 6. Data acquisition for Diptera comparative genomics

For the chromosome level conservation analysis, we obtained dipteran genomes with >85% BUSCO completeness (Diptera lineage, **Additional Data S10, S11**). *Apis mellifera* and *Atta cephalotes* were used as outgroups. Coding and amino acid sequences for these organisms were downloaded from ENSEMBL Metazoa or NCBI Genbank (66). Additionally, coding sequences and amino acid sequences of *P. nubifer* and *Parochlus steinenii* were downloaded from Midgebase (16) and the GigaScience data server (<http://gigadb.org/dataset/100256>) (67), respectively. The genome and gene predictions of *P. pembai* were kindly provided by the authors of the previous study (57). The GC ratio of each genome was calculated with BBMap stats.sh (68).

We performed gene prediction for the genomes of *Chironomus tentans* (GCA\_000786525.1) (69) and *Chironomus riparius* (GCA\_001014505.1) (70). All genomes were submitted for BUSCO evaluation using the -long option to create an Augustus gene model. The gene prediction model in the output was used to predict genes for both species using the autoAugPred.pl script in the Braker1 suite.

The transcriptome assemblies of *Chironomus piger* (71), *Cricotopus albitarsis* (72), *Cricotopus draysoni* (73), *Cricotopus parbicinctus* (72), *Podonomus* sp. (74), *Procladius villosimanus* (74), *Trissopelopia nemorum* (74), *Paraheptagyia tonnoiri*, *Telmatogeton pectinata* (74), *Polypedilum nubifer* (74), *Cardiocladius* sp. (74) and *Kiefferophyes invenustulus* (74) were obtained from NCBI (**Additional Data S11**). Each transcriptome assembly was validated for completeness with BUSCO (Dipteran lineage). All assemblies had BUSCO completeness scores below 70% (19.2-58.2%); therefore, we performed reassemblies with Trinity v2.9.4 (default options) to see if more recent assemblers could improve the completeness. The associated SRA submissions for the transcriptome assemblies, *Chironomus columbiensis* (75) and *Chironomus dilutus* (76), were obtained from NCBI SRA with sra-tools v2.9.2. We observed improvements in *C. columbiensis*, *C. dilutus*, *C. draysoni*, *T. pectinata*, *Cardiocladius* sp. and *K. invenustulus* (72.6%-88.1% complete). Expression values were estimated with RSEM in the Trinity utility. The isoform with highest expression was used in the following analyses. ORF regions and amino acid sequences were predicted using TransDecoder v5.5.0 (Predict: --single\_best\_only).

To test whether the conservation ratio decrease in *P. vanderplanki* Chromosome 4 was not an artifact from different methods used to predict genes, we conducted *ab initio* gene predictions for all of the genomes we assayed. We submitted each genome to repeat masking with RepeatModeler v2.0.2a (-engine ncbi) and RepeatMasker v4.1.2-p1 (-xsmall -html -gff -xm). The resulting soft-masked genome was submitted to Braker2 v2.1.6 gene prediction using “proteins of any evolutionary distance”. The protein file odb10\_arthropoda was obtained and collated from OrthoDB (Downloaded at Dec 24, 2021). The genome, longest isoform sequence from published predicted proteome and the *ab initio* predicted proteome were submitted to BUSCO5 v.2.2 completeness validation (diptera\_odb10, version 2020-08-05).

## 7. Comparative genomics of Diptera

The longest isoforms for each gene were used in the subsequent analyses. Diptera (from NCBI or ENSEMBL) and *Polypedilum* (*P. pembai*, *P. nubifer*, and *P. vanderplanki*) genomes were submitted to Orthofinder v2.4.1 for ortholog cluster construction. GC ratios for single copy genes were calculated with custom scripts. Gene ontology enrichment analysis with GOstat v2.52.0 was conducted for each clade-specific ortholog cluster (77). For 1-to-1 ortholog detection, amino acid sequences of *P. vanderplanki* and either *D. melanogaster* or *A. aegypti* were pooled and submitted to diamond blastp to determine bidirectional blast hits with custom scripts. Essential genes of *D. melanogaster* were obtained from Online GENE Essentiality (78) and the locations of ortholog genes were identified using the bidirectional blast hit ortholog information. The location of BUSCO genes was obtained from the default BUSCO4 output. We validated enrichment of essential gene orthologs or BUSCO genes with Fisher’s exact test with the FDR correction for multiple tests (left side testing to detect depletion). Additionally, pooled amino acid sequences of all 51 Diptera species were submitted to diamond blastp search; gene pairs with bidirectional hits were designated as homologs. The numbers of conserved genes were counted for each chromosome of *P. vanderplanki*, *D. melanogaster*, *A. aegypti*, and *A. gambiae*, and the conservation ratio was calculated

by the number of genes shared / number of genes on that chromosome. Similar analyses were conducted with the Pv0.9p gene predictions and *ab initio* gene predictions; we used single directional best hits for Pv0.9p and bidirectional hits for *ab initio* predictions to determine homologs. The conservation ratio was calculated as previously stated.

For collinear block detection, amino acid sequences of *Chironominae* (in pairs; *P. vanderplanki* and *P. pembai*, *P. vanderplanki* and *C. tentans*, *P. vanderplanki* and *C. riparius*), Chironomidae (in pairs; *P. vanderplanki*, *B. antarctica*, *C. marinus*), and Culicomorpha (pooled; *A. aegypti*, *A. gambiae*, *P. vanderplanki*) were submitted to diamond blastp and the collinear blocks were detected with McScanX with default settings (42). Genomic loci with more than five genes with a maximum gap of 25 genes were determined as collinear blocks. Collinear blocks were visualized with synvisio (43).

To calculate the dN/dS values for *P. vanderplanki* and *P. pembai* orthologs, we determined 1-to-1 orthologs from bidirectional best hits using round-robin Diamond BLASTP search results ( $E\text{-value} < 1e\text{-}15$ ). 1-to-1 orthologs were aligned with mafft v7.427 and converted with PAL2NAL v14 (79) to create corresponding codon alignments of each orthogroup. dN/dS ratios were calculated with codeml in the PAML package v4.9 (80).

## 8. Comparative transcriptome analysis

To identify transcripts that were differentially expressed in control and stress-induced Pv11 cells, we mapped the mRNA-Seq reads to the coding sequences with RSEM v1.2.30 (81) and Bowtie2 v2.3.5.1 via the Trinity utility v2.9.1 (82). Mapped counts were subjected to DESeq2 v1.26.0 (83) and edgeR v3.28.1 (84) analysis. Transcripts that were differentially expressed in control and stress-exposed (42°C, ROS, trehalose, NaCl, mannitol) samples at the same time point were designated differentially expressed genes (DEGs,  $FDR < 0.05$ ,  $FC > 2$ ). For the trehalose preconditioning (PreCondTre)/rehydration time course, transcripts that were differentially expressed compared to the previous time point were designated DEGs ( $FDR < 0.05$ ,  $FC > 2$ ). PCA analysis of all transcripts were conducted in R. Expression profiles of all DEGs were clustered by the ward method using the Spearman correlation in R. To determine pathways that were induced in each cluster, we performed gene ontology enrichment analysis using GOSTat v2.52.0 ( $p\text{-value} < 0.05$ ,  $\text{testDirection} = \text{"over"}\text{"}$ ) (77). Gene ontologies with only one observation were removed. Enriched gene ontologies were categorized with Revigo (small option, accessed on 2020/9/10) (85). We then submitted TSS loci associated with each DEG to motif enrichment analysis using the HOMER2 suite. Each cluster was analyzed for motif enrichment in the -2000 to +150 bp region around TSS sites using findMotifsGenome.pl.

## 9. Data Availability

The genome, DNA and CTR-Seq sequencing data and annotations have been uploaded to NCBI under the accession ID PRJNA660906. The transcriptome sequencing data have been uploaded to GEO under the accession ID GSE158443. This Whole Genome Shotgun project of *P. vanderplanki* implemented with the Braker gene

prediction (v5.2) has been deposited at DDBJ/ENA/GenBank under the accession JADBJN000000000. The version described in this paper is version JADBJN010000000. We have established a dedicated webpage at MidgeBase2 (<https://www.midgebase.org>) hosting a Jbrowse genome browser (86). The v5.2.4 gene models and raw data used for figures can be accessed from this page ([https://github.com/Kikawada-Lab-UT-NARO/Pvanderplanki\\_chromosomal\\_genome](https://github.com/Kikawada-Lab-UT-NARO/Pvanderplanki_chromosomal_genome)). Sequence manipulation and statistics, isoelectric point calculation was conducted with the G-language Genome Analysis Environment v.1.9.1(87,88) and R project.

## ADDITIONAL TEXT

### S1. A chromosome-level genome assembly of *P. vanderplanki*

To assemble the genome of *P. vanderplanki*, we used multiple DNA-Seq data from Illumina short reads and PacBio long reads, produced from the Pv11 cell line. Since the anhydrobiosis-capable Pv11 cell line is easy to culture in large quantities compared to insect specimens, we have been establishing genetic toolkits using this cell line (89-91). Anticipating the needs for Pv11 as a resource for anhydrobiosis research, we submitted the Pv11 cell line to genome and transcriptome sequencing using multiple sequencing instruments and technologies.

Three types of Pv11 DNA sequencing data (154M Illumina paired-end (PE) read, 85M Illumina mate-pair reads and 1.17M SMRT PacBio long reads) were used for the genome assembly. Mate-pair libraries consisted of three libraries with insert size 5-6 kb (21.6M pairs), 6-7 kb (24.8M pairs) and 8-10 kb (38.9M pairs). SMRT sequencing results included 1.17M raw reads (Average length 10,021bp, N50 length 14Mbp) and coverage corresponding to approximately 100x coverage of the predicted genome size. K-mer analysis of the Illumina PE reads resulted in a predicted genome size of 112 Mb, with 375x coverage. Profiling of the DNA-Seq data with GenomeScope (7) indicated the genome size to be 102.3-110.4Mbp, with 0.78-1.14% heterozygosity (SRR12736659: 0.78%, SRR12736662: 1.14%, SRR12736661: 0.78%, SRR12736660: 0.769%). Heterozygosity predicted from our previous high-coverage Illumina based DNA-Seq data (16) for insects was slightly higher (0.957%), suggesting a similar heterozygosity profile between insects and Pv11 cell line.

Although the Illumina PE-only assembly (Platanus + PBJelly) gave the best completeness (96.0%), the HGAP4 assembly derived from PacBio reads alone had a 12-times greater N50 length (2.2 Mbp) and the lowest scaffold count (401) (**Additional Data S1**). The hybrid DBG2OLC assembly yielded moderate statistics. The Platanus assembly scaffolded with mate-pair reads resulted in an increase in N50 (to 627 kb) with a slight decrease in scaffold number to 81,374. However, as a result of the scaffolding procedure, the N content increased (to 2910.2 per 100 kb). Thus, we sequentially scaffolded the scaffolded Platanus assembly with the HGAP4 and DBG2OLC assemblies (**Additional Data S1**), resulting in an assembly of 581 scaffolds, 390 of which were more than 10 kb long. The N50 length of this new meta-assembly was 658,565 bp with a BUSCO completeness score of 95.9%. This suggested that the meta-assembly was more

comprehensive than the three initial assemblies. We further scaffolded the meta-assembly with Hi-C reads (two libraries, each of  $29 \times 10^6$  and  $26 \times 10^6$  reads, were merged) using the 3D-DNA pipeline and subsequent curation with Juicebox Assembly Tools (**Additional Data S2, S3**), resulting in a final 118.9 Mb assembly (Pv5.2): 98.8% of the genome assembly is contained in the four largest scaffolds, possibly corresponding to four chromosomes, consistent with our previous karyotyping studies (**Figure 1a**). We were able to link two chromosomes determined by karyotyping (I–IV) with the superscaffolds (chr\_1 ~ chr\_4) in the genome assembly by scaffold size (IV/chr\_4 is the smallest) or the paracentric inversion (III/chr\_3) indicated below.

The final meta-assembly Pv5.2 comprised 388 scaffolds with an N50 length of 35.2 Mb, which equals the size of Chromosome 2 and a high BUSCO completeness score (95.7% complete, 1.0% duplicated, 3.6% missing, Diptera lineage). The previous Pv\_0.9 assembly had BUSCO completeness score of 92.9% (C: 92.9%, [S:91.9%, D:1.0%], F:2.7%, M:4.4%, Diptera lineage), thus, the new Pv5.2 assembly had an increase of approximately 3% in completeness. This score is slightly lower than that of other mosquito's chromosome level genome assemblies. The increase in missing category may be due to two factors: (1) gene mispredictions during *ab initio* Augustus prediction (in both Braker and BUSCO4 runs), as our results are compared with highly curated genomes (2) possible intensive gene loss or mutation accumulation in *P. vanderplanki*, as we state in the following sections. The average number of ambiguous nucleotides was 518.4 per 100 kb, which was a marked improvement on the Pv0.9 assembly of 4,167 (16). There are 648 gaps with unknown length. Quality analysis using Blobtools indicated minimal contamination in Pv5.2, whereas Pv0.9 contained several bacterial contaminations (**Additional Figure S1ab**). A direct comparison showed that 77.35% (7,042 / 9,104) of the scaffolds of our previous genome assembly mapped to the new genome. Those that did not map were shorter than 30 kb (longest 28.5 kb, average length 1.2 kb, N50 length 1,398 bp). Only 140 of these non-mapped scaffolds were classified phylogenetically as Arthropoda or Nematoda from our Blobtools analysis, while 277 scaffolds matched with bacterial or fungal genomes and 1,654 were undetermined. This suggests that these scaffolds derived either from contaminants or genome assembly artifacts. We did not observe large differences in DNA-Seq or RNA-Seq coverage (**Additional Figure S1cd**). These statistics indicate that this genome assembly had greatly improved contiguity, completeness and quality compared to our previous genome assembly.

This chromosome scale assembly enabled the identification of putative centromeric regions. We identified 28 regions comprising a single repeat unit of approximately 145 bp and linker sequences of variable length (**Additional Data S4**), with 16 of these regions having >500x PacBio read coverage. All chromosomes had a high coverage of repetitive regions (1-11, 2-2, 3-4, 4-2). The longest region on Chromosome 1 (1-11: 36,597,727-36,620,193) had 78-fold higher coverage than the average for the whole genome, suggesting that it represents a 1.74 Mb region that collapsed into 22 kb during assembly. The centromeric repeat unit identified in *Chironomus pallidivittatus* centromeres has similar lengths (92), but the sequences itself had no similarity. Additionally, Hi-C contact maps did not indicate a RABL organization found in *Aedes* (20) and the positions of these loci did not match those found by karyotyping studies (93). Together, these loci would be the subject of further validation by methods such as

FISH. Similar, the telomere repeats in *Chironomus* were not found in this assembly (94), indicating a different telomeric repeat unit in *Polypedilum*. Unlike ceteromeric regions, we see indications of telomere-telomere interactions in Hi-C contact maps, supporting the existence of telomeres.

## S2. Comparison with the *P. vanderplanki* genome (Pv 0.9)

It is well known that cell lines are prone to genomic changes, *i.e.*, whole genome duplication, accumulation of new chromosomes, and intensive mutations (95). The 50-year-old C6/36 cell line derived from *Aedes albopictus* has been found to contain large differences between other mosquito assemblies (96). Most of the DNA sequencing data used for genome assembly was obtained from the cell line Pv11, thus similar genome structural changes may have occurred. Since the initial establishment in 2002, the Pv11 cell line has been cultured for about 5 years before creating freeze stocks, corresponding to roughly 2,000 generations. Although such long cultures may cause structural variants, we assay cultures for changes in growth speed and desiccation tolerance capabilities on regular basis and restart cell cultures from freeze stocks when we detect changes, hence minimizing the possibility of large-scale genomic changes.

As a general comparison, the Pv5.2 genome assembly size is in line with our previous flow cytometry-based genome size predictions (97) and DNA and RNA sequencing data showed uniform coverage at between all chromosomes (**Figure 1a**, **Additional Figure S1cd**), thus denying large-scale genome duplication events. We also see that chromosome size ratio is in line with the karyotype data (Chr 1 = Chr 2 > Chr 3 >> Chr 4)(93), supporting that there are not large-scale chromosomal translocations.

To validate whether sequencing cell lines affects our analysis, we compared the genomic content of Pv5.2 with Pv0.9, which used DNA-Seq data only from insect specimens. We used our previous Illumina-based DNA-Seq data of inbred *P. vanderplanki* strain NIAS01 and the Pool-Seq data of wild *P. vanderplanki* populations to identify differences between Pv11 and each insect population. Initial analysis with the NIAS01 Illumina DNA-Seq data indicated that the mapping ratio to the Pv5.2 genome (97.63%) was higher than the mapping ratio to Pv0.9 (97.22%). The average mapping quality against Pv0.9 (53.8669) was higher than Pv5.2 (45.0091), indicating slight differences between Pv5.2 and Pv0.9. Indel detection with the PacBio reads from insect specimens also did not suggest large scale insertions or deletions (**Additional Data S9**)(16). We note that the quality of the Pv11 PacBio DNA-Seq data exceeds that of *P. vanderplanki*, therefore there is a possibility that long range indels may have not been detected in insect data. Phylogenetic analysis of consensus sequences of wild populations, the inbred NIAS01 insect line, and the Pv11 cell line constructed from SNVs suggested that the genetic distance between Pv11 cell line and other wild or NIAS01 strain was within inter-population diversity (**Additional Figure S2a**), therefore the Pv11 genome may be interpreted as one population of *P. vanderplanki*. We hypothesize that both Pv11 and NIAS01 has different selection pressures compared to that of wild populations, which may explain the unique differences from wild populations.

Additionally, to determine whether the Pv11 and insect genome differs at gene level, we scaffolded the Pv0.9 assembly to chromosomal level based on the Pv5.2 assembly to

produce a “pseudochromosome” assembly (designated Pv0.9p). Initial whole genome alignment between Pv0.9 and Pv5.2 indicated minimal inversions and translocations (**Additional Figure S2b**). The latter half of Chromosome 3 was highly fragmented in the Pv0.9 assembly, suggesting this region may be enriched in sequences that make genomic assembly difficult (**Additional Figure S2b**). Previous attempts in chironomids have resulted in fragmented genome assemblies (16,57,67,69,70), possibly these repetitive sequences may have interfered (98,99). We observed slightly lower GC ratio in Pv0.9p (Pv0.9p: 28.30%, Pv5.2: 28.09%), possibly due to repeat elements being correctly assembled in the Pv5.2 assembly. Similar chromosome-wide decreases in GC ratio were observed in Chromosome 4 (**Additional Figure S2c**). Comparison of gene loci between Pv0.9p and Pv5.2 did show several inversions and translocations, however majority of the genes showed high conservation of synteny (**Additional Figure S2d**).

Together, we propose that the genome of Pv11 obtained this study does not differ greatly with the genome of *P. vanderplanki*, thus this genome would be compatible with comparative analysis with other dipterans.

### S3. Gene prediction

How the deposited data were processed for this re-analysis (not part of the article)

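The deposited data hold RNA sequencing results of Pv11 cells in 84 libraries: 54 of a stress experiment (heat, paraquat, mannitol, NaCl, trehalose and control at 1, 3 and 24 h) and 30 of a trehalose preconditioning and rehydration time course, with 3 biological replicates per group. The authors mapped the reads to the transcripts of their gene set with Bowtie2 and quantified them with RSEM, through the Trinity utilities, and deposited 1 table of TPM per transcript with 84 columns, all of which were used here. TPM already includes a correction for transcript length and a scaling of each library to the same total, and includes no further scaling between libraries. The authors tested mapped counts with DESeq2 and edgeR. Those counts were not used here, so their tests were not repeated, and the paper's text does not name how the calls of the 2 tools were combined. The depth of each library is unknown, so no counting interval or detection limit is given, and a value of 0 is written as listed at 0.

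Each column was matched to its condition and replicate by its name. Values were analysed as log2(TPM + 1) in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Tables were assembled with Python 3.11.15 and the plot was drawn with matplotlib 3.10.9. Transcripts with a mean TPM above 1 over all libraries were tested. The stress and time-course libraries were fitted separately, since they come from different studies, with 1 coefficient per group, a mean-variance trend and empirical Bayes moderation. Stress groups were compared with the control of the same time and time-course groups with the preceding time point. A call needed a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2. Adjusted p-values of transcripts and genes are from limma. Gene values are sums over the transcripts of a gene, and a gene was tested where its mean TPM was above 1. Sets of genes were tested with fry of limma with a variance trend, adjusted within each family: 96 tests of 4 Blocks in 24 comparisons, 24 direct contrasts of trehalose with NaCl and mannitol, and 20 contrasts of the response at 24 h with that at 1 h. The enrichment of ARId1 genes used Fisher's exact test, two-sided, with all genes tested as background. The principal component analysis used centred log2(TPM + 1) of the transcripts tested, and distances were measured between group means over components 1 to 3. Since stresses at the same time share their control, their responses were not correlated or overlapped with each other.

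ARId1 was taken as g16168 to g16208, the range of the Blocks in Additional Text S10. Chromosome positions of the gene set were not used here, so the share of genes with low TPM per chromosome was not computed. Counts adjusted over the ARId1 list alone are given beside those adjusted over all transcripts or genes tested.

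The thresholds, the fits, the tests of Blocks, the alternatives other than 2 named below and the choice of genes printed by name were set before the data were examined. Named genes are every *P. vanderplanki* gene that the paper or its supplement names by ID for the Pv11 transcriptome (g3611, g7210, g5893, g11889, g7775, nc472 and the Block genes, of which only those at the borders of a Block are given with full statistics), and the 2 genes with the largest rise and the 2 with the largest fall at PreCondTre 12 h among genes past the threshold whose 3 libraries of 1 group all lay beyond those of the other. Chosen after values had been seen were median ratio scaling, sample weights, the distance ratios of the principal component analysis and the comparisons in which named genes and counts are printed.

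The alternatives were limma without a trend, all transcripts with any value above 0, a pseudocount of 0.1, a fit of only the 2 groups compared, an adjusted p under 0.001 with a fold change above 4, sums per gene, each replicate left out in turn, replicate number as a block, camera with a preset correlation of 0.01 in place of fry, unit variance in the principal component analysis, and other minimums of the mean TPM (0.5, 2, or above 1 in at least 1 group). Median ratio scaling divided each library by the median of its ratios to the geometric mean over the 9254 genes above 0 in every library, and gave factors from 0.592 to 1.71. Sample weights were those of limma. Each library was also left out alone.

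The fits were tested on simulated data in which 200 of 22728 transcripts were changed 4-fold in residuals drawn from the libraries. Over 10 draws, limma called a mean of 66.2% of them (58.0% to 72.0%) at NaCl 24 h and 60.8% (55.5% to 67.0%) at PreCondTre 12 h, with 0 called in the wrong direction. Of all calls, a mean of 8.08% (4.86% to 13.8%) and 8.20% (3.36% to 11.5%) were false, above the nominal 5%. With normally distributed residuals these shares were 5.27% and 6.57%. In a simulation at NaCl 24 h with the Block genes changed 2-fold, fry called 4 of 4 Blocks at an unadjusted p under 0.05, and of 1000 sets of 4 unchanged genes 5.3% had p under 0.05. In all these simulations residuals were drawn for each transcript or gene separately. Deviations shared by a whole library or by neighbouring genes were thus not simulated, and the false shares do not cover them.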

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

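The differences between 24 h and 1 h were tested as set beforehand, whereas the tests of library composition and of relabelled libraries in this part were chosen only after the results had been seen.

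For each stress and Block, the response at 24 h (against control at 24 h) was compared with the response at 1 h (against control at 1 h) by fry on the difference itself, with Benjamini-Hochberg adjustment over 20 tests. The response differed in 13 of them. Under NaCl, the median log2 response was higher at 24 h by 2.25, 2.33, 1.12 and 1.10 for Blocks 1 to 4 (adjusted p = 2.9e-24, 5.0e-10, 4.6e-18 and 1.6e-12). Under trehalose it was higher by 1.98, 3.35, 0.94 and 1.49 (adjusted p = 6.2e-23, 1.9e-12, 1.4e-17 and 1.3e-16). Under mannitol it was higher by 1.18, 1.65, 0.48 and 0.89 (adjusted p = 2.1e-14, 1.5e-04, 1.3e-08 and 2.1e-08). All genes of a Block showed the direction in these 12 differences, except that 27 of 28 did in Block 1 under mannitol. Under heat, the response of Block 3 was lower at 24 h by a median of -0.27 (adjusted p = 4.5e-04, 3 of 4 genes). Under paraquat fry called 0 of 4 differences, with 0 at an unadjusted p under 0.05 and 0 called by camera. Leaving out any 1 library changed none of the 20 calls.

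After median ratio scaling, 12 of the 13 differences were still called in the same direction, which argues against a shift in library composition as the cause of the whole pattern. For Block 3 under mannitol such a shift remains a candidate explanation, since that difference was not called after scaling (adjusted p = 0.331, median 0.07; over its alternatives the adjusted p ranged from 9.4e-13 to 0.331). Of 60 labellings of the libraries, the real one included, 1 gave as many called differences, the real one. The labels were shuffled over all libraries of the experiment, so this argues only against no condition differing at all. It does not test the differences between 24 h and 1 h by themselves. Camera did not call the difference of Block 2 under mannitol (adjusted p = 0.188, with a range over its alternatives from 8.8e-08 to 0.188). What stays open is whether the duration of exposure, which the design names, or the later state of the culture increased the response, since the control cells were sampled at both times but no cells were returned to medium without the osmolyte. That longer exposure may strengthen the response of all 4 Blocks to osmolytes is a hypothesis found and tested on the same libraries.

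The paper does not discuss 3 genes that stood out at PreCondTre 12 h against 0 h by the size of their change. The TPM of g17486 was 0.35, 0 and 0 in the libraries at 0 h and 68.4, 66.2 and 89.9 at 12 h, a log2 change of 6.09 on the TPM + 1 scale (limma's adjusted p = 1.0e-18). The TPM of g3656 was 67.2, 72.0 and 72.1 at 0 h and 7.34, 6.53 and 8.08 at 12 h, a log2 change of -3.11 (adjusted p = 6.2e-14). The noncoding RNA nc992 had 13.8, 9.31 and 8.39 TPM at 0 h, a mean of 10.5, and was listed at 0 in all 3 libraries at 12 h (adjusted p = 9.6e-04). The depth is unknown, so no limit can be given for the libraries listed at 0. A shift in library composition is argued against as the cause, since after median ratio scaling the log2 change of g17486 was 6.21, that of g3656 was -3.09 and the adjusted p of nc992 was 4.3e-04. Sharing of reads with similar sequences was not tested and stays open. Regulation during preconditioning with trehalose, the condition that separates the libraries, may explain these changes but was not tested apart from the time in culture.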

How the results depend on the processing

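Median ratio scaling, sample weights, the distance ratios, the comparison of replicate numbers between groups and the comparisons whose counts, Blocks and named genes are given here were chosen only after values had been seen, and the other tests were not.

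The 29 main results (counts of calls, the enrichment of ARId1, distance ratios and the number of transcripts above a mean TPM of 1) were recomputed under their alternatives, which gave 283 values. Of these, 222 stayed within 1.5 times the count, within the SD given with a ratio or on the same side of the test, and 61 moved. Except in the cases explained here by how the alternative is built, the cause was not tested.

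An adjusted p under 0.001 with a fold change above 4 lowers counts by construction. The counts were 375 at Mannitol 3 h, 261 at Mannitol 24 h, 122 at NaCl 1 h, 1160 at NaCl 3 h, 472 at NaCl 24 h, 552 at Trehalose 24 h, 324 at PreCondTre 12 h, 37 at Heat 1 h, 2 at Paraquat 3 h, 21 at Mannitol 1 h, 26 at Trehalose 1 h and 533 at Trehalose 3 h. In any comparison it was 3039, for ARId1 158 and for ARId1 in the time course 87. Sums per gene test fewer features (9450), and limma called 2378, 1249, 1144, 3779, 1794, 1632, 1186, 121, 0, 361, 307 and 2854 genes in the same order, with 472 genes at an unadjusted p under 0.05 beside the 0. In any comparison 7015 genes were called, and 37 ARId1 genes both there and in the time course. A fit of only the 2 groups compared has fewer libraries for the variance, and called 1885 transcripts at Mannitol 3 h, 1082 at NaCl 1 h, 3572 at NaCl 3 h, 327 at Mannitol 1 h, 409 at Trehalose 1 h and 2337 at Trehalose 3 h.

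Median ratio scaling gave 1096 calls at NaCl 1 h and 328 at Mannitol 1 h, and raised the comparisons in which Block 2 and Block 4 were called to 13 and 21. Sample weights gave 2791 calls at Mannitol 3 h, 2999 at NaCl 1 h, 3883 at NaCl 3 h, 512 at Heat 1 h, 3 at Paraquat 3 h, 1899 at Mannitol 1 h, 1346 at Trehalose 1 h and 2890 at Trehalose 3 h, and 13 comparisons for each of Blocks 2 and 4. The lowest weights went to Control 3 h replicate 2 (0.0676), PreCondTre 36 h replicate 3 (0.145) and PreCondTre 12 h replicate 3 (0.193). With each replicate number left out in turn, the counts ranged from 1526 to 2505 at PreCondTre 12 h, from 100 to 163 at Heat 1 h, from 14 to 35 at Paraquat 3 h, from 293 to 763 at Trehalose 1 h and from 3212 to 6086 at Trehalose 3 h. The ratio of the heat to paraquat distance ranged from 0.189 to 0.334 and that of NaCl to trehalose at 1 h from 0.144 to 0.264. With transcripts scaled to unit variance, these 2 ratios were 0.137 and 0.426, and that of PreCondTre 48 h to Rehydration 0 h was 0.519.

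Of 648 alternative values of 72 Block medians, 607 stayed called in the same direction or stayed not called, 19 were no longer called, 17 became called and 5 were reversed. The reversed values were those of Block 3 and Block 4 at Mannitol 3 h and at Mannitol 1 h and of Block 3 at Trehalose 3 h, which median ratio scaling called up with medians of 0.33 and 0.54, 0.31 and 0.32, and 0.58, where without scaling the tests pointed down and were not called. Of 240 alternative values of the named genes, 234 stayed called in the same direction or stayed not called, 4 fell under a threshold (NF-YC at Trehalose 24 h after scaling, and g7775 at PreCondTre 12 h after scaling and without replicates 1 and 2) and 2 passed it (PvLea4 at Trehalose 24 h). Among values that stayed not called some changed sign, such as NF-YB at PreCondTre 12 h (0.02, and -0.23 without replicate 3) and medians of Block 4 near 0. The enrichment of ARId1 genes on entry kept its direction and its call under each of its 7 alternatives, with odds ratios from 100 to 207.

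Replicate number as a block (replicate block) moved no main count by more than 1.5 times: 15255 transcripts were called in any comparison, 356 ARId1 transcripts there and 261 in the time course, and Blocks 1 to 4 in 17, 8, 14 and 9 comparisons. The numbers did not pair the libraries of different groups. Over 72 pairs with the same number, the mean correlation of deviations from the group means was -0.0257 (lowest -0.371), against 0.013 for different numbers, and in 0 of 24 comparisons were all pairs above 0.1.

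Camera with a preset correlation called Blocks 1 to 4 in 22, 9, 15 and 12 comparisons. Its calls also held under fry, except for Block 1 at Paraquat 1 h and 24 h, Heat 24 h and PreCondTre 36 h and 48 h, Block 2 at Rehydration 3 h, Block 3 at Paraquat 1 h and PreCondTre 48 h, Block 4 at Paraquat 1, 3 and 24 h, Heat 24 h and PreCondTre 48 h, and the difference of Block 1 between heat at 24 h and 1 h. In 6 calls of camera the median, the mean and the test differed in sign, and in no call of fry made on all libraries without sample weights.

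Alternatives that need read counts (DESeq2, a union of 2 tools, a filter on counts and another count normalization) and the share of genes with low TPM per chromosome were not run. The depth of the libraries is unknown, so how it limits transcripts of low TPM could not be assessed. A minimum mean TPM of 0.5 kept 26518 transcripts, a minimum of 2 kept 19000, and a mean above 1 in at least 1 group kept 33680.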

Differences from the paper's values

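The alternatives named in this part were set before the data were examined, except for median ratio scaling and sample weights, tests chosen only after the result was seen.

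In at least 1 of the 24 comparisons, 15441 transcripts with a mean TPM above 1 were called here, where the paper's value in Additional Text S9 is 8969. Of the alternatives set before the data were examined, 3 gave a count within 1.5 times the paper's: a fit of only the 2 groups compared (12475), sums per gene (7015, a count of genes) and leaving out replicate 2 (12433). The others did not: limma without a trend gave 15382, all transcripts with any value above 0 gave 16583, a pseudocount of 0.1 gave 15641, leaving out replicate 1 gave 13572 and replicate 3 gave 15412, replicate number as a block gave 15255, and an adjusted p under 0.001 with a fold change above 4 gave 3039. Of the alternatives chosen after the values had been seen, median ratio scaling gave 14057 and sample weights gave 17829, neither within 1.5 times the paper's value. No setting run here gave the paper's value itself. The number of transcripts with a mean TPM above 1 was 22728, and the paper's value is 22747.

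In ARId1, 269 transcripts of 38 genes were called in the time course, and the paper's values are 281 and 42. Testing all transcripts with any value above 0 gave 281 transcripts of 39 genes, but without the minimum TPM that the paper's 281 had passed. The other alternatives for transcripts ranged from 87 (adjusted p under 0.001 and fold change above 4) to 354 (sample weights). Among them were 187 without replicate 2 and 233 with a fit of only the 2 groups compared. ARId1 was listed with 40 genes and 492 transcripts with a mean TPM above 1, and the paper's values are 50 and 496.

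Additional Text S10 describes the regulation of each Block in words. For Block 4 it names trehalose at 24 h and preconditioning between 0 and 12 h, and Block 4 rose there here as well, with median log2 changes of 1.48 and 1.96. Block 4 also rose at NaCl 24 h, with a median of 1.28 (fry, adjusted p = 3.2e-17, 4 of 4 genes up), and at Mannitol 24 h, with a median of 0.77 (adjusted p = 2.6e-10, 4 of 4 genes up). Among single transcripts of Block 4, 47 rose and 2 fell at NaCl 24 h, and 56 rose and 2 fell at Trehalose 24 h. For Block 3 the supplement names NaCl, where the medians here were 0.42, 0.67 and 1.47 at 1, 3 and 24 h. Block 3 also rose at Trehalose 24 h (0.81, adjusted p = 2.6e-22, 4 of 4 genes up) and PreCondTre 12 h (0.83, adjusted p = 6.0e-13, 4 of 4 genes up). For Block 2 it names mainly preconditioning and early rehydration. The medians here were 3.61 at PreCondTre 12 h and 1.56 at Rehydration 0 h against PreCondTre 48 h, a change that spans drying. At Rehydration 3 h against 0 h, Block 2 pointed down and was not called (median -0.51, fry, adjusted p = 0.089, 3 of 3 genes down). After median ratio scaling it was called down there (-0.86, adjusted p = 0.0012). Block 2 also rose at NaCl 24 h (2.12, adjusted p = 1.6e-14, 3 of 3 genes up) and Mannitol 24 h (1.87, adjusted p = 6.0e-08, 3 of 3 genes up).

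Additional Text S9 describes nc472 as differentially expressed together with g7775. Of the 24 comparisons, nc472 was called here in 7, g7775 in 1, and both in 1, PreCondTre 12 h, in the same direction.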

Other observations

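Leaving out the 100 most abundant genes or the ARId1 genes at NaCl 3 h, and scaling with and without PreCondTre 36 h replicate 3 and PreCondTre 12 h replicate 3, were tests set down before their outcome was known. The other tests in this part were chosen only after the results had been seen.

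At NaCl 3 h more transcripts fell than rose, with 1009 up and 5273 down and a median log2 change of -0.54. With the ARId1 genes left out and TPM brought back to the same total, the median of the other transcripts was still -0.53, which argues against the rise of these genes as the cause. With the 100 most abundant genes left out it was -0.35, which argues against them as the whole cause. The share of the 100 most abundant genes was 53.8 ± 2.74% (SD, 3 libraries) at NaCl 3 h and 40.7 ± 5.84% in Control 3 h. A shift in the composition of the libraries and a fall of most transcripts cannot be told apart here: after median ratio scaling 60.98% of the calls rose, but scaling centres the changes and so fixes part of this outcome. A general fall of transcripts under NaCl stays open as a biological reading, and may be tested with counts of added reference RNA.

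Of the 84 libraries, 64 correlated best with other libraries of their own group and 20 with another group, with the same numbers after scaling. The calls of some comparisons rested on single libraries. PreCondTre 48 h called 229 transcripts, but 3099 without PreCondTre 36 h replicate 3, 3 without replicate 1 and 0 without replicate 2 of that group. Without PreCondTre 48 h replicates 1, 2 and 3, limma called 2, 0 and 1. Leaving out PreCondTre 36 h replicate 3 raised the count 46.4 times after median ratio scaling as well (48 to 2226), which argues against a shift in composition as the cause. Its correlation with PreCondTre 48 h was 0.99313, just under the lowest of the libraries there (0.99385), and 0.96448 with its own group, so a wrong label and a real difference between replicates cannot be told apart for this library. PreCondTre 24 h called 1080 transcripts, but 3304 without PreCondTre 12 h replicate 3 and 288 and 266 without replicates 1 and 2 of that group, and 597, 607 and 607 without PreCondTre 24 h replicates 1, 2 and 3. After scaling, leaving out PreCondTre 12 h replicate 3 raised the count 2.72 times (1196 to 3250), which argues against a shift in composition. Its highest correlation with another group, 0.98816 with PreCondTre 24 h against a lowest of 0.99333 there, argues against a library of 24 h under a wrong label. An exchange of the replicate 3 libraries of PreCondTre 12 h and 36 h was not tested and stays open. On component 1, PreCondTre 12 h replicate 3 (92.0) lay with PreCondTre 36 h replicates 1 and 2 (91.5 and 98.7). PreCondTre 36 h replicate 3 (-38.0) lay near PreCondTre 12 h replicates 1 and 2 (-29.6 and -34.9), but also among the PreCondTre 48 h libraries (-6.97, -43.3 and -29.2). No biological explanation was tested for either library, and a difference in the handling of the cultures stays open.

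Control 3 h replicate 2 differed from the other Control 3 h libraries, with 34.6% of its TPM in the 100 most abundant genes against 46.3% and 41.2%. After scaling 83.77% of its squared deviation was left, which does not decide whether composition was the cause. Scaling also changed this measure where the factors within a group were nearly equal. At Rehydration 24 h, with factors of 1.599, 1.576 and 1.604, 74.01%, 73.78% and 74.53% were left. The highest correlation of Control 3 h replicate 2 with another group, 0.97216 with Paraquat 1 h, lay below the lowest of the libraries there (0.99335). This argues against a wrong label. Over all groups, 97.61% of the sum of squares within groups was left after scaling. For the same reason this share does not measure the part of the variation between replicates that is due to composition. The first axis of the variation within groups held 18.5% before and 18.7% after scaling.

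In comparisons that Figure 3D does not draw, some Blocks were called by fry. At Trehalose 24 h, which is among them, all 4 Blocks rose, by medians of 2.60, 4.03, 0.81 and 1.48 (adjusted p = 1.3e-30, 1.6e-17, 2.6e-22 and 1.6e-21, all genes up), and no library left out changed these calls. At Heat 3 h, Block 1 fell by a median of -0.47 (adjusted p = 1.0e-09, 28 of 28 genes down) and Block 3 by -0.53 (adjusted p = 1.1e-06, 3 of 4 genes down). Block 4 fell there by -0.31 (adjusted p = 0.038, 4 of 4 genes down), a call lost without Control 3 h replicate 2 (0.134) or 3 (0.099) or Heat 3 h replicate 1 (0.051) or 3 (0.160). At Paraquat 3 h, Block 1 fell by -0.25 (adjusted p = 0.0020, 25 of 28 genes down), a call lost without Control 3 h replicate 2 (0.068). At Mannitol 1 h, Block 1 rose by 0.18 (adjusted p = 0.011, 19 of 28 genes up), a call lost without Control 1 h replicate 3 (0.053) or Mannitol 1 h replicate 1 (0.065).

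Block 4 rose at NaCl 24 h by a median log2 change of 1.28. After median ratio scaling the median was 1.46, which argues against a shift in composition as the cause. Reads of Block 3 genes counted on their paralogs in Block 4 are a candidate explanation that stays open: Block 4 was 0.49 higher under trehalose than under NaCl at 24 h while Block 3 was 0.29 lower, so the Blocks did not move together, but a smaller share of misassigned reads beside a response of Block 4 itself cannot be told apart from these values. A response of Block 4 genes to osmotic stress in general is the biological reading that the design offers, and it was not tested apart from read sharing.

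The counts of calls were compared with those from other assignments of the same libraries to groups. The 6 libraries of a comparison have 10 splits, so the share as large cannot go below 1 of 10. Only the real split gave a count as large for mannitol, NaCl and trehalose at 1, 3 and 24 h. The same held for PreCondTre 12 h, Heat 1 h and the ARId1 genes up on entry. This share alone cannot exclude chance, but outside 3 h the counts of the other splits argue against it. At 24 h they were at most 25, 3 and 18 for mannitol, NaCl and trehalose, against 2452, 3428 and 3505. At 1 h they were at most 2, 19 and 28, against 702, 1742 and 630. They were at most 3 against 195 at Heat 1 h, 18 against 2337 at PreCondTre 12 h and 0 against 35 for ARId1 genes. At 3 h they reached 1350, 2855 and 966, against 4501, 6282 and 5160, and chance stays open. For Paraquat 3 h, 4 of 10 counts were as large, so chance stays open there too. For the transcripts called in any comparison, the ARId1 transcripts called in any comparison and in the time course, the comparisons in which each of Blocks 1 to 4 was called and the contrasts between osmolytes, 1 of 60 labellings gave a count as large, the real one. These labels were shuffled over all libraries of an experiment, so the result argues only against no condition differing at all. It cannot exclude chance for a single Block or contrast.

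Of the 18248 genes listed, 8798 (48.2%) had a mean TPM of at most 1. Of these, 1653 (18.8%) exceeded a mean of 1 in at least 1 group and 2409 exceeded 1 in at least 1 library. The TPM of 830 genes was 0 in all libraries.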
